# WRKY6 restricts *Piriformospora indica*-stimulated and phosphate-induced root development in Arabidopsis

**DOI:** 10.1186/s12870-015-0673-4

**Published:** 2015-12-30

**Authors:** Madhunita Bakshi, Khabat Vahabi, Samik Bhattacharya, Irena Sherameti, Ajit Varma, Kai-Wun Yeh, Ian Baldwin, Atul Kumar Johri, Ralf Oelmüller

**Keywords:** WRKY6, *Piriformospora indica*, Phosphate, Root development, Expression profiles

## Abstract

**Background:**

Arabidopsis root growth is stimulated by *Piriformospora indica*, phosphate limitation and inactivation of the WRKY6 transcription factor. Combinations of these factors induce unexpected alterations in root and shoot growth, root architecture and root gene expression profiles.

**Results:**

The results demonstrate that *P. indica* promotes phosphate uptake and root development under Pi limitation in *wrky6* mutant. This is associated with the stimulation of *PHOSPHATE1* expression and ethylene production. Expression profiles from the roots of *wrky6* seedlings identified genes involved in hormone metabolism, transport, meristem, cell and plastid proliferation, and growth regulation. 25 miRNAs were also up-regulated in these roots. We generated and discuss here a list of common genes which are regulated in growing roots and which are common to all three growth stimuli investigated in this study.

**Conclusion:**

Since root development of *wrky6* plants exposed to *P. indica* under phosphate limitation is strongly promoted, we propose that common genes which respond to all three growth stimuli are central for the control of root growth and architecture. They can be tested for optimizing root growth in model and agricultural plants.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0673-4) contains supplementary material, which is available to authorized users.

## Background

Phosphorus (P) is an essential macronutrient for plant growth and development, making up to 0.2 % of the plant’s dry mass. P is involved in the regulation of many key metabolic pathways in all living organisms, including energy generation, nucleic acid and membrane synthesis, protein phosphorylation and redox reactions [1–3]. Plants absorb P from soil in the form of inorganic phosphate (Pi). Due to low availability and poor mobility [4, 5], the concentration of Pi in soil solutions is usually ~10 μM, which is below the critical level needed for the optimal performance of crops and plants [6]. It is estimated that ~5.7 billion hectares of land are deficient in P which can be mitigated by the application of fertilizers. Pi fertilization can cause ecological problems such as eutrophication or toxic algal blooms [7]. Soluble Pi in the soil also forms complexes with cations like calcium, magnesium, aluminum or iron, which are not readily absorbed by plants. Although plant growth-promoting rhizobacteria and fungi [e.g. arbuscular mycorrhizal (AM) fungi] enhance Pi uptake into the roots, microbes and weed also compete with plants for Pi, or convert it into organic forms that are not available to support plant growth [8, 9].

To cope with Pi limitations, plants have evolved complex adaptive responses that include morphological and physiological modifications to improve Pi acquisition or remobilization *via* the differential expression of various Pi transporter genes [10, 11]. Remodeling of root architecture, inhibition of primary root length, increase of root hair density and length, as well as associations with AM or AM-like fungi are typical developmental responses to low Pi [2, 12]. The role of the AM symbiosis in enhancing P acquisition from soils is well known [13].

*Piriformospora indica*, a mycorrhiza-like fungus, enhances growth of monocots and dicots [14–16]. The fungus improves nutrition uptake from the soil to the host roots [17, 18] which also includes Pi transfer *via* fungal hyphae through the high-affinity Pi transporter PiPT localized to the external hyphae [19]. PiPT is highly homologous to the *Saccharomyces cerevisiae* high-affinity Pi transporter Pho84 and to plant Pi transporters (cf. [20]). In addition to stimulating Pi metabolism, *P. indica* also enhances the expression of genes for nitrate reductase and the starch-degrading enzyme glucan-water dikinase in Arabidopsis roots [17] suggesting a strong fungal influence on the plant primary metabolism. To what extend this is responsible for the benefits of the plants in their symbiotic interaction with *P. indica* is not clear. In addition to increasing the plant’s biomass [21–23], enhanced resistance to biotic and abiotic stress [24, 25], the induction of systemic and local resistance [26, 27] and the stimulation of secondary metabolite accumulation [28] have been reported. This requires a highly balanced symbiosis in which the plants appear to control the degree of root colonization [29, 30].

WRKYs are important transcription factors (TFs) of the plant signaling web which regulate many responses to biotic and abiotic stimuli, but these TFs are also involved in responses to internal signals which coordinate developmental processes. They interact with DNA- and non DNA-binding proteins [31] and function as activators and repressors of gene expression, depending on their interaction partners and target genes [32, 33]. WRKY6, WRKY42 and WRKY75 are induced during Pi deprivation [34–36]. Chen et al. [34] showed that WRKY6 is involved in the response to low-Pi stress by regulating *PHOSPHATE1* (*PHO1*) expression. Low Pi treatment reduced WRKY6 binding to the *PHO1* promoter, which indicates that *PHO1* regulation by WRKY6 is Pi-dependent and that low Pi levels prevent inhibition of *PHO1* expression. The plant-specific WRKY75 is an activator of several Pi starvation-induced genes encoding phosphatases, Mt4/TPS1‑like proteins or high affinity Pi transporters [36]. Suppression of *WRKY75* expression through RNAi silencing induces stress responses, such as anthocyanin accumulation [35].

We noticed that *wrky6* seedlings and plants exposed to Pi limitation perform much better in the presence of *P. indica* when compared to the WT controls. *P. indica* also stimulated Pi uptake and translocation into the plant under Pi limitation, and these processes are restricted by WRKY6. The strong promotion of root development of *wrky6* plants exposed to *P. indica* under Pi limitation motivated us to perform comparative expression profiles to identify genes, proteins, as well as metabolic and signaling pathways which optimize root development, especially under Pi limitation conditions.

## Results

### Root phenotype of WT and *wrky6* seedlings under different Pi concentrations

WT and *wrky6* seedlings (Fig. 1) were grown with/without *P. indica* on vertical PNM plates containing 2.5 or 0.25 mM Pi for 3, 6 and 12 days. A growth-promoting effect of the fungus on the seedling’s development became visible 3 days post incubation (dpi) and increased with decreasing Pi concentrations in the medium. In particular, root growth of both WT and *wrky6* seedlings was promoted with decreasing Pi concentrations and further stimulated by the fungus (Figs. 1 and 2). Closer inspection revealed that the roots are denser and bushier in the presence of *P. indica* because the number and lengths of both lateral roots (Figs. 1 and 2a) as well as root hairs (Fig. 2b–d) were increased. Furthermore, stimulation of root growth by *P. indica* in the WT under Pi limitation was restricted by WRKY6. This is particularly striking for seedlings grown on 0.25 mM Pi (Figs. 1 and 2): the growth-stimulating effect of *P. indica* is much stronger for *wrky6* roots than WT roots (Fig. 2b–d). Finally, consistent with the literature on root development after AM colonization [2], the primary root lengths of WT and *wrky6* seedlings were shorter under Pi limitation conditions (Fig. 2e). These results suggest that WRKY6 has a strong influence on the root architecture and that *wrky6* plants perform better than WT plants both in response to *P. indica* and Pi limitation.

**Fig. 1:**
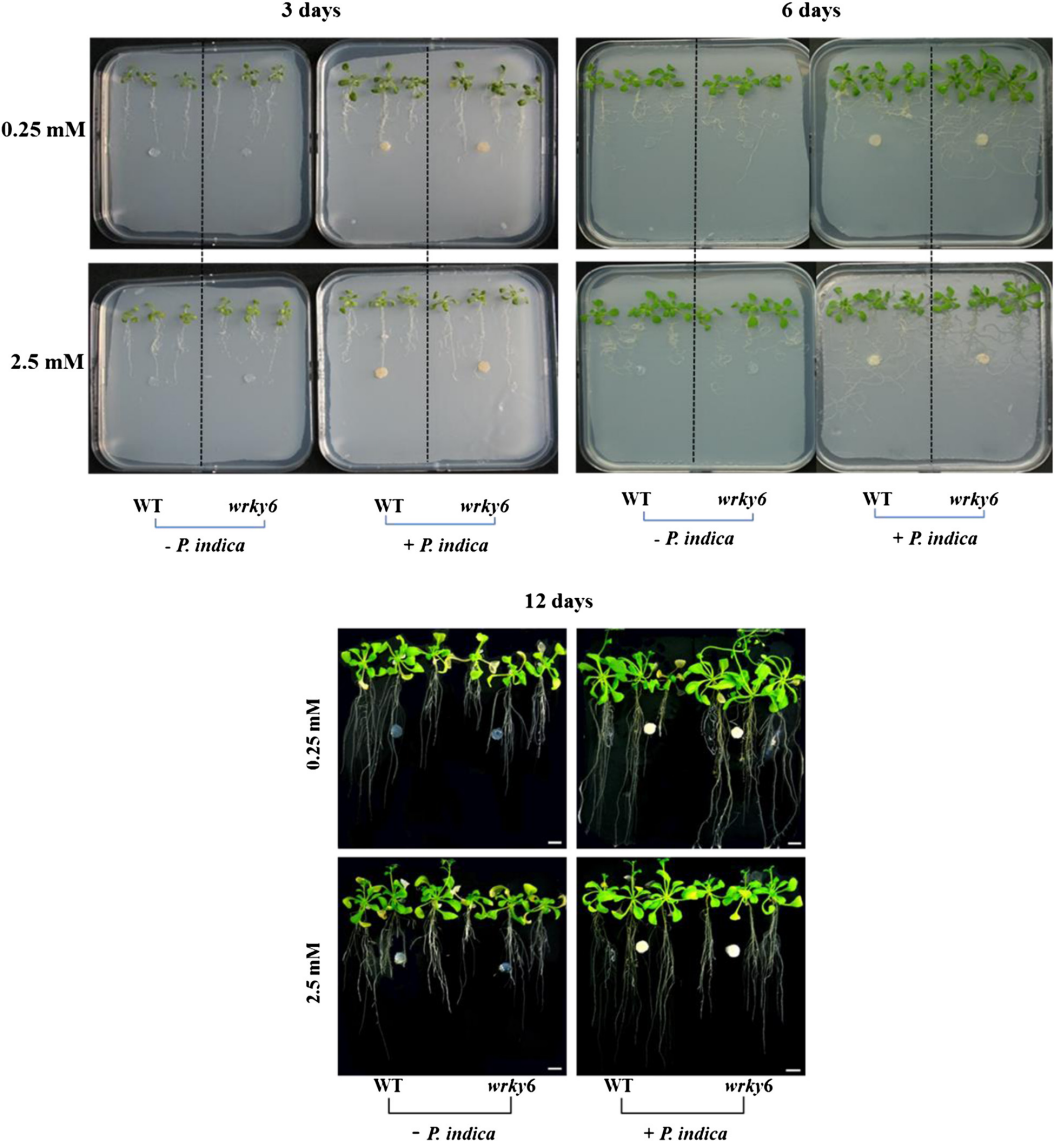
Phenotypes of WT and *wrky6* seedlings grown on 2.5 mM and 0.25 mM Pi in the medium. 10 day-old seedlings grown on MS medium were transferred to PNM media containing the two different Pi concentrations for additional 3, 6 and 12 days, either in the presence of *P. indica* (*right panels*) or plaques without the fungus (*left panels*). All seedlings were grown at 22 °C and 70–80 % humidity in a 16-h light/8-h dark cycle. Photos show typical view of more than 10 repetitions. Bar: 1 cm

**Fig. 2:**
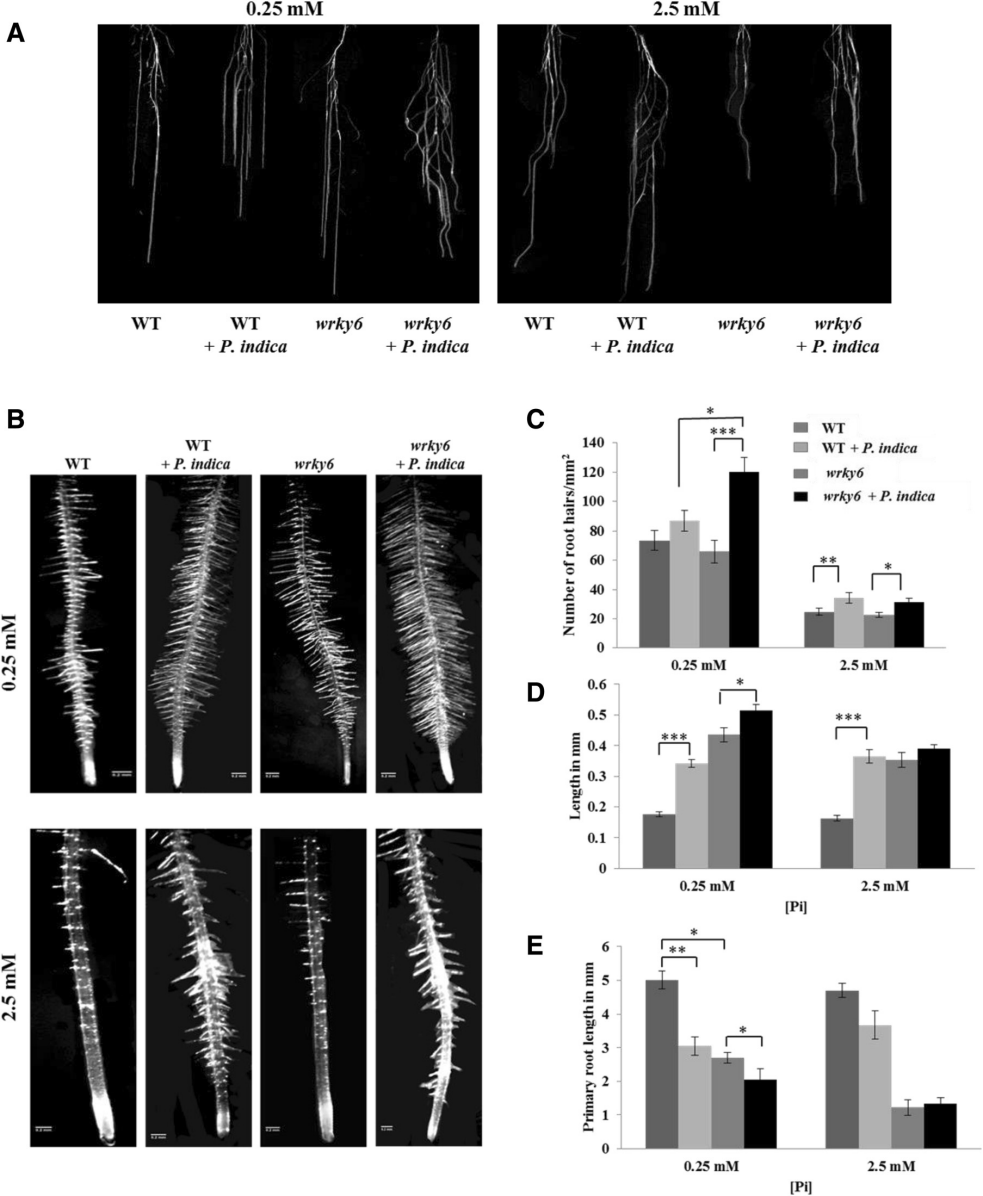
**a** Lateral root hairs of WT and *wrky6* seedlings grown under the two different Pi conditions with (+) or without (−) *P. indica* after 14 days on PNM medium. Photos are representative for more than 10 repetitions. Bar: 0.2 mm. **b** Root tips. **c** Root hair density, expressed as average number of root hairs/mm^2^, determined between 1 and 2 cm away from the root tip. **d** Average root hair lengths, determined for the same root section as in (**b**). **e** Primary root lengths after 14 days on PNM medium. Graphs are based on 3 independent experiments with 20 plants each. Bars represent SEs. Asterisks indicate significant differences, as determined by Student’s paired *t*-test for two tailed distribution (* *P* ≤ 0.05; ** *P* ≤ 0.01; *** *P* ≤ 0.001)

Phenotypic differences become more obvious after long term interaction of the symbionts in expanded clay. After 14 days of co-cultivation in Petri dishes, *P. indica*-colonized or mock-treated WT and *wrky6* seedlings grown on NP (2.5 mM, normal Pi) or LP (0.25 mM, low Pi) media were transferred to expanded clay. After 2 weeks, the first differences were observed in the size, shape and area of the leaves (Fig. 3a). *P. indica*-colonized *wrky6* seedlings were bigger under the two Pi concentrations, compared to seedlings on vertical agar plates. Although all plants showed Pi stress symptoms when grown under LP conditions for 2 months, the *wrky6* line performed better than the WT, and this was even more pronounced in the presence of *P. indica*. In particular, after 2 months, a significant increase in fresh weight (Fig. 3b, c) and shoot length (Fig. 3d) was observed for *P. indica*-treated *wrky6* seedlings (grown on NP medium) compared to the untreated control and the WT. This confirms that WRKY6 restricts *P. indica*-mediated growth promotion.

**Fig. 3:**
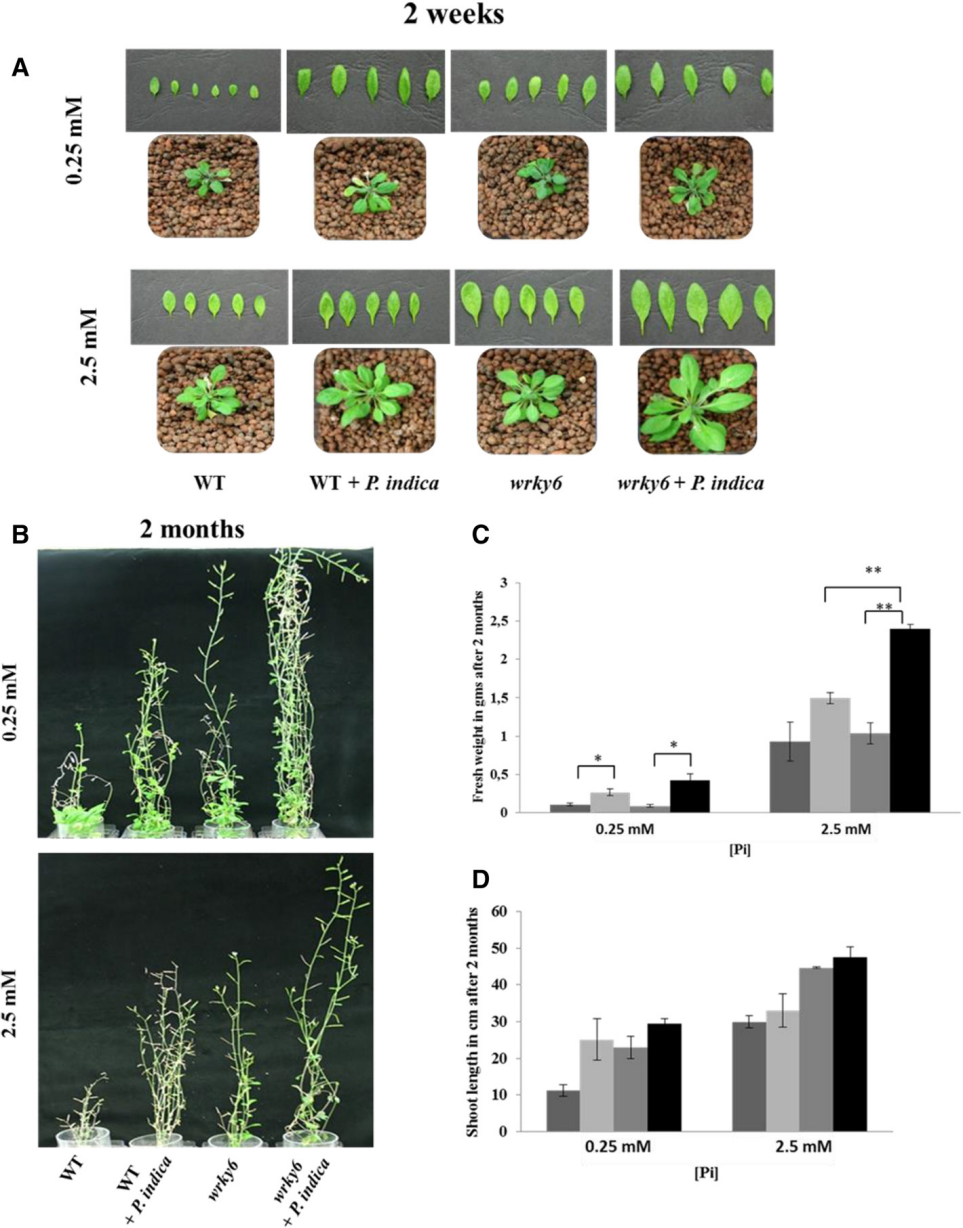
**a** Phenotypes of adult WT and *wrky6* plants grown in the absence or presence of *P. indica* on LP or NP. For growth conditions, cf. Methods and Results. **b** Typical view of Arabidopsis plants grown in expanded clay for 2 months. **c** Quantification of fresh weight in grams. **d** Quantification of shoot length in cm after long term interaction in expanded clay for 2 months. Data are based on 3 independent experiments with 5 plants each. Bars represent SEs. Asterisks indicate significant differences, as determined by Student’s paired *t*-test for two tailed distribution (** *P* ≤ 0.01; * *P* ≤ 0.05)

### Low Pi enhanced *P. indica* colonization in WT seedlings

To assess the effect of Pi on root colonization, the fungal spores associated with Arabidopsis roots were stained with Trypan Blue. Fig. 4a demonstrates that the number of spores associated with WT roots was higher under LP than NP conditions, and this was not observed for *wrky6* seedlings. The colonization by *P. indica* was also confirmed by quantitative RT-PCR with the *P. indica*-specific marker gene *EF- H*, relative to the plant *GAPDH* gene (Fig. 4b). These results highlight the strong effect of root colonization for WT seedlings grown under LP conditions (cf. Discussion).

**Fig. 4:**
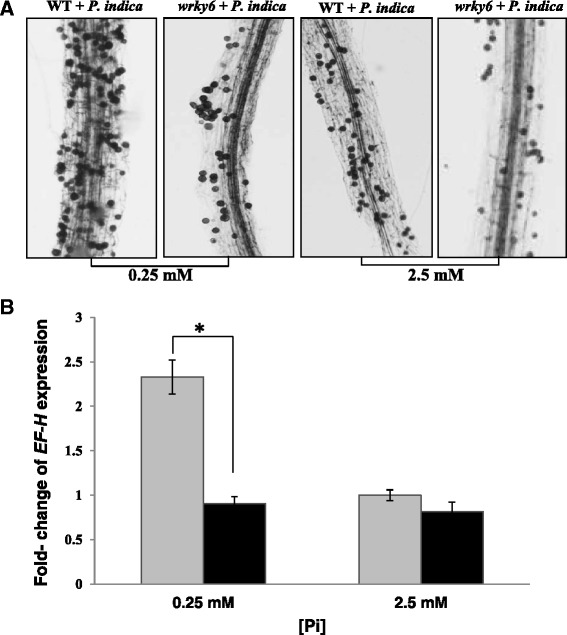
**a** Colonization of WT and *wrky*6 Arabidopsis roots by *P. indica* after co-cultivation under 0.25 mM and 2.5 mM Pi concentrations in the media. The fungal material was stained with Trypan Blue. Photos are representative for more than 10 repetitions. **b** Quantification of the degree of root colonization by quantitative RT-PCR. The amount of fungal material (determined as fungal DNA with *P. indica*-specific primers) is expressed relative to the plant *GAPDH* DNA (determined with *GAPDH*-specific primers). Graphs are based on 3 independent experiments with 20 plants each. Bars represent SEs. Asterisk indicates significant difference, as determined by Student’s paired *t*-test for two tailed distribution (* *P* ≤ 0.05)

### *P. indica* stimulates ethylene (ET) production in LP-grown *wrky6* seedlings

ET plays an important role in primary root growth and root hair formation in seedlings growing under Pi limitation [37], and has a strong influence on hyphal growth, branching and root colonization [38]. As shown in Fig. 5, ET released from WT seedlings was > 2-fold lower under LP than under NP conditions. The ET production of uncolonized *wrky6* seedlings was comparable under the two Pi concentrations. In all instances, *P. indica* stimulated ET production, but significant stimulation was only observed for *wrky6* seedlings. LP-, but not NP-grown mutant seedlings produced ~2-times more ET than the WT, irrespective of whether the seedlings were exposed to the fungus or not. The higher ET production of *wrky6* seedlings under LP conditions compared to the WT might contribute to the change in the root architecture and the lower root colonization of the mutant (37–38, cf. Discussion).

**Fig. 5:**
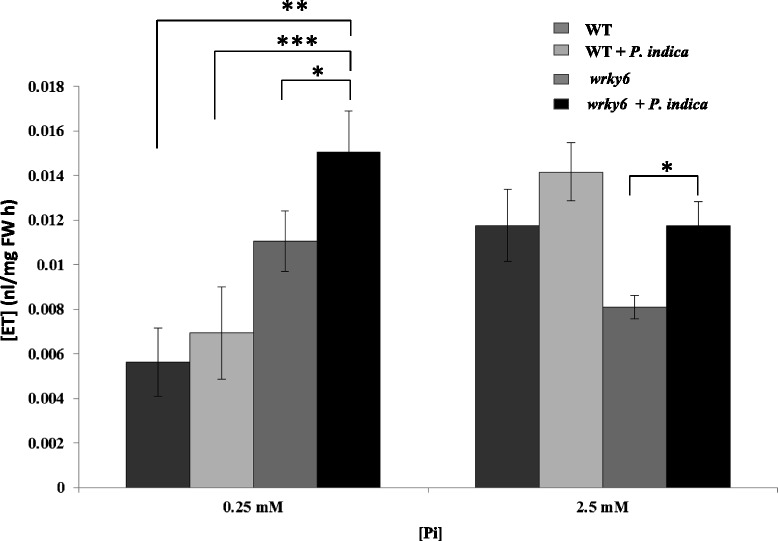
ET levels of WT and *wrky6* seedlings which were either co-cultivated with *P. indica* for 2 weeks or mock-treated. Data are based on 3 independent experiments with 20 plants each. Bars represent SEs. Asterisks indicate significant differences to the ET levels of seedlings grown under NP conditions, as determined by Student’s *t*-test (* *P* ≤ 0.05; ** *P* ≤ 0.01; *** *P* ≤ 0.001)

### *P. indica* promotes *PHOSPHATE1* (*PHO1*) expression under Pi limitation

PHO1 is a high affinity Pi transporter expressed predominantly in the roots, and the gene is up-regulated under low Pi conditions [39]. We observed a ~3.8-fold stimulation of *PHO1* expression by *P. indica* in *wrky6* roots under Pi limitation, but not under NP conditions (Fig. 6). This confirms previous observations that WRKY6 acts as a repressor of *PHO1* expression under NP conditions. The strong effect of *P. indica* on root development is reflected by the up-regulation of *PHO1* under Pi limitation.

**Fig. 6:**
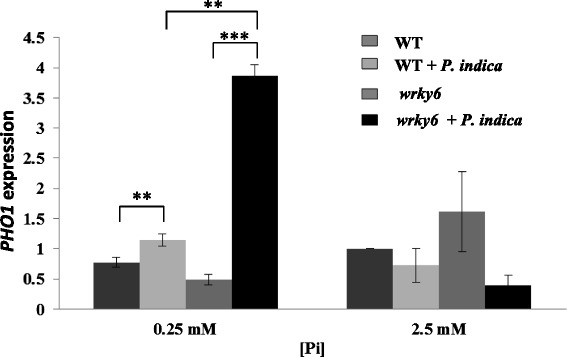
*PHO1* expression after 3 days of co-cultivation or mock-treatment of the two symbionts under the two different Pi concentrations. Data are based on 3 independent experiments with 15 plants each. Bars represent SEs. Asterisks indicate significant differences, as determined by Student’s paired *t*-test for two tailed distribution (** *P* ≤ 0.01; *** *P* ≤ 0.001)

### ^32^P uptake and inorganic Pi content

Figure 7a shows that the radioactivity in all parts of the *P. indica*-exposed seedlings is higher than in non-colonized plants, irrespective of whether they were grown under NP or LP conditions, and we observed a ~ 2-fold stimulation of ^32^P uptake in the presence of the fungus in both WT and *wrky6* seedlings (Fig. 7b). The comparable stimulation of Pi uptake by *P. indica* in the two genotypes demonstrates that the strong fungus-induced growth alteration in the *wrky6* mutant is not exclusively caused by a more efficient Pi uptake. In addition, the total amount of Pi in the seedlings cannot explain the fungus-induced phenotypic differences between *wrky6* and WT (Fig. 7c). As expected, the total Pi content in the seedlings is dependent on the Pi concentration in the medium, and seedlings grown under LP conditions contain less Pi than those grown on NP conditions. However, for a given Pi concentration in the medium, we did not observe significant differences of the total Pi content in the seedlings of the two genotypes or the presence or absence of the fungus (Fig. 7c). Thus, also the comparable amount of Pi in colonized and uncolonized WT and *wrky6* seedlings cannot explain the differences in the root architecture observed among the seedlings grown under LP conditions (cf. Discussion).

**Fig. 7:**
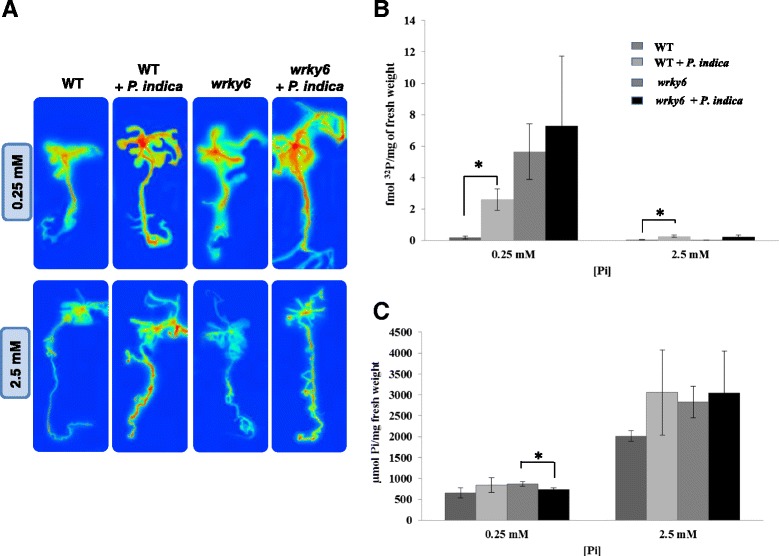
^32^P uptake and Pi content in WT and *wrky6* seedlings exposed to *P. indica* (or mock-treated) under NP and LP conditions. **a** ^32^P uptake. WT and *wrky6* mutants were co-cultivated with or without *P. indica* under the two Pi concentrations for 5 days before application of 2.5 μCi ^32^Pi. After additional 3 days, the radioactivity of the seedlings was visualized by autoradiography. False color presentations, whereas red represents high and blue low radioactivity. **b** Quantification of the data by liquid scintillation counting. The graph shows fmol of radioactive ^32^P/mg root fresh weights. **c** Inorganic Pi concentration/mg fresh weight after 14 days of co-cultivation (or mock treatment) of WT and *wrky6* seedlings with *P. indica*. Data are averages of 3 biological and 3 technical replicates. Bars represent SEs. Asterisks indicate significant differences, as determined by Student’s *t*-test (* *P* ≤ 0.05)

**Fig. 8:**
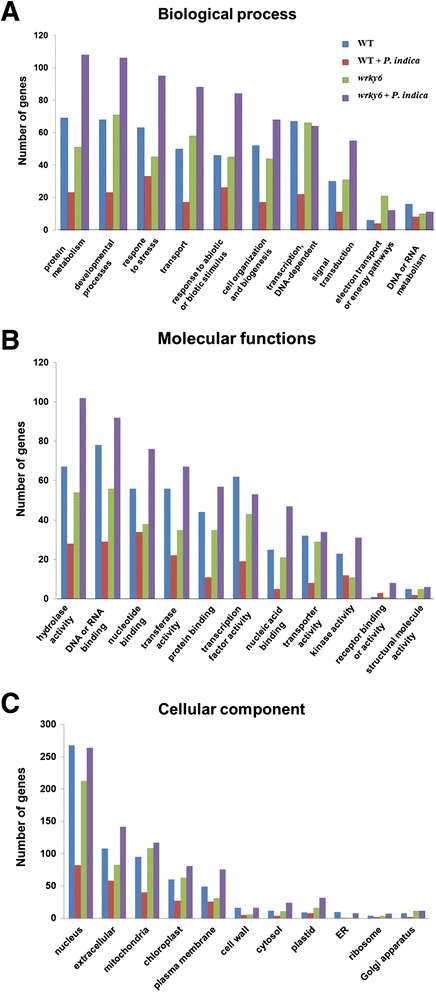
Functional categorization of genes which are regulated more than 2-fold in response to LP based on *A. thaliana* Gene Ontology (TAIR’s GO annotations). **a** Genes involved in “biological process”. **b** Genes involved in “molecular function”. **c** Genes involved in “cellular component”

### Pi-regulated genes in *P. indica*-colonized *wrky6* roots

The strongest stimulation of root growth was observed when NP-grown *P. indica*-colonized *wrky6* seedlings were compared to those grown on LP (Figs. 1 and 2). Therefore, we first identified genes which were regulated by *P. indica* only in *wrky6* roots (and not in the WT) and only under Pi limitation (Additional file 1: Table S1). 

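Root RNA of WT and *wrky6* seedlings, mock-treated or colonized by *P. indica*, under LP (0.25 mM phosphate) or NP (2.5 mM phosphate) was hybridized at 3 dpi to 8 Agilent 1-color arrays, 1 array per condition. The methods state that RNA from 3 independent biological experiments was labeled, so the RNA of each array appears to be a pool, and the 8 arrays give no replicate of any condition. The authors deposited the output of the scanner software (Feature Extraction) for each array and a table of their own normalized values. The processed signal used here is the brightness of a spot after subtraction of background and of the spatial trend, without normalization between arrays. Each array holds 62976 spots, of which 61657 are not controls, for 59017 probes and 30541 genes; 8266 genes have 1 probe. Between 71.0% and 78.1% of these spots were well above background, and the median signal ranged from 259 in *wrky6* + *P. indica* NP to 679 in *wrky6* NP.

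Control spots and 191 spots marked as feature outliers were left out. Signals were brought to one distribution by ranked median quantiles, the normalization the methods name, replicate spots were averaged, and the log2 values of the probes of a gene were averaged. A gene counts as well above background on an array where 1 of its probes is. Genes were counted as regulated at a log2 ratio above 1 or below -1. With 1 array per condition no test can be applied to the ratio of an array pair, and such ratios have no replicate check. Technical error was read from 193 of the 300 probes that are spotted 6 times on each array, those with no spot marked as a feature outlier. The SD of their log2 ratios was 0.06 at log2 signals over 8, 0.18 between 5 and 8, and 0.63 under 5. With the other probes left out, this SD may be too low. The lowest normalized signal that was well above background lay between 7.40 (*wrky6* NP) and 24.7 (*wrky6* + *P. indica* NP). Where a gene was well above background on 1 array of a ratio alone, its ratio is given as at least N-fold, computed against that limit on the dimmer array. No fold is given where the bound lies under 1 or the gene was dim on both arrays.

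The WRKY6 transcript (At1g62300, 2 probes) was measured first, as a check of the genotype labels. Its normalized signal was 2071 to 2631 on the WT arrays and 91.3 (LP), 88.2 (LP with *P. indica*), 115 (NP) and 397 (NP with *P. indica*) on the *wrky6* arrays. The log2 difference between the genotypes was -4.09 (4 arrays each), and every *wrky6* array lay below every WT array (exact permutation test, two-sided p = 0.0286, the smallest p that 4 arrays against 4 allow). Under normexp background correction, which adds an offset of 50 and so pulls ratios of dim signals toward 0, the difference was -3.57.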

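The values of Table S1 are log2 ratios of LP to NP: all 1018 of its genes match a transcript model of the authors' normalized values within 0.01. Its rule, a ratio above 1 in *wrky6* + *P. indica* and not in the other 3 treatments, was applied to the signals of the arrays. Over the 30531 genes with a value, 833 passed it. Their median log2 ratio of LP to NP was 1.41 in *wrky6* + *P. indica*, 0.09 in WT + *P. indica*, -0.06 in WT and -0.14 in *wrky6*. Of the 833 genes, 104 were well above background on both *wrky6* + *P. indica* arrays, 617 on 1 of them and 112 on neither. The same rule gave 837 genes for WT, 591 for *wrky6* and 246 for WT + *P. indica*. Of the genes of Table S1, 613 had a ratio above 1 and 592 passed the whole rule; 174 were well above background on both arrays. Normexp background correction moved the number of genes most, from 833 to 32.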

Mapman categorization revealed that 9 auxin-related genes code for small auxin up RNAs (SAURs). 

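The 9 SAUR genes that the article names later by number were read in the LP to NP ratio of *wrky6* + *P. indica*. The ratio was above 2-fold for 5 of the 9 genes. Only SAUR6 (At2g21210) among them was well above background on both arrays, and its log2 ratio was 1.19; 4 genes were well above background on 1 array and 4 on neither. The median log2 ratio of the 9 genes was 1.13, and under normexp background correction none of them passed 2-fold. With its offset of 50, signals this dim can hardly pass, so that result says little. In the ratio of *P. indica* to mock at LP, 0 of the 9 genes passed 2-fold upward and 0 downward in *wrky6*, and 2 upward and 4 downward in WT.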

Others code for an auxin efflux regulator, auxin response factors (e.g. ARF12), auxin-regulated TFs (e.g. LEAF COTYLEDON2) or are auxin targets (e.g. expansins, cell wall biosynthesis enzymes). 

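The auxin efflux carrier family gene At5g65980 had a log2 ratio of LP to NP of 1.03 in *wrky6* + *P. indica*, 0.64 in WT + *P. indica*, -0.42 in *wrky6* and -1.00 in WT. Its log2 ratio of *P. indica* to mock at LP was 3.11 in *wrky6* and 3.78 in WT. ARF12 (At1g34310) was well above background on *wrky6* + *P. indica* LP but not on the NP array, and the limit of the NP array leaves no fold. LEC2 (At1g28300) was dim on both arrays.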

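IAA34 (At1g15050) was well above background on both *wrky6* + *P. indica* arrays on 1 of its 2 probes, and the mean log2 ratio of the gene of LP to NP was -1.68. The ratio was 0.25 in *wrky6*, -0.37 in WT + *P. indica* and 0.01 in WT. At LP, its log2 ratio of *P. indica* to mock was -2.35 in *wrky6* and -1.32 in WT. No biological replicate stands behind these differences.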

Down-regulation of *IAA34*, encoding a repressor of ARFs [40, 41] further supports that the auxin metabolism is activated. Two genes ([*NINE-cis-EPOXYCAROTENOID DIOXYGENASE4* [42] and *HVA22* [43]) are involved in ABA functions. 

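For NCED4 (At4g19170) and HVA22B (At5g62490), the signal on *wrky6* + *P. indica* LP was well above background and that on the NP array was not, so that no fold can be given for LP against NP. In *wrky6* at LP, where both arrays were well above background, the log2 ratio of *P. indica* to mock was 0.22 for NCED4 (1 of 2 probes dim) and -0.55 for HVA22B.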

GA REQUIRING1, GA 20-OXIDASE3 and GA 2-OXIDASE7 are key players in gibberellin (GA) biosynthesis [44, 45].

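GA20OX3 (At5g07200) had a normalized signal of 19.1 on *wrky6* + *P. indica* LP and 3.55 on the NP array, which was dim, and was at least 2.10-fold higher than on *wrky6* LP. GA1 (At4g02780) and GA2OX7 (At1g50960) were well above background on *wrky6* + *P. indica* LP and dim on the NP array, and neither allows a fold against it. On the 1 probe of 2 that was well above background on both arrays, the log2 ratio of *P. indica* to mock for GA2OX7 in *wrky6* at LP was 0.63.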

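The 9 genes of the PHT1 family of phosphate transporters had a median log2 ratio of LP to NP of 0.67 in *wrky6* + *P. indica*, and 9 of 9 were above 0. This median lay at percentile 100 of 10000 random lists of 9 genes matched on mean expression. The family rose in the other treatments as well, with medians of 0.73 in WT + *P. indica* (9 of 9 above 0), 0.47 in WT (8 of 9) and 0.27 in *wrky6* (9 of 9). The nitrate transporter genes NRT2.1 (At1g08090) and NRT2.2 (At1g08100), both well above background on both arrays, had log2 ratios of 1.07 and 1.24. In WT + *P. indica* their ratios were 0.67 and 0.87, and in WT -0.69 and -0.77.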

Numerous transport processes are stimulated, as shown by the regulation of genes for p- and v-ATPases, carbohydrate, amino acid, lipid, nucleotide, Pi, nitrate and metal transporters, ABC and metabolite transporters, as well as aquaporins.

Re-organisation of the root architecture is also reflected by the stimulation of genes for the primary (e.g. glucose) and secondary (e.g. stress) metabolisms, developmental processes, cell organization, cell cycle, vesicle transport, growth regulators and early signaling compounds. Among the latter group are compounds (such as the Ca^2+^-binding CALMODULIN-LIKE37 and receptor kinases) which have not yet been analyzed in roots. This highlights that many of the *P. indica*-induced responses to LP stress in the WT are restricted by WRKY6.

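CML37 (At5g42380), with 1 probe well above background on all arrays of these ratios, had a log2 ratio of LP to NP of -0.42 in *wrky6* + *P. indica*, 0.78 in *wrky6*, 0.19 in WT + *P. indica* and 0.34 in WT. At LP, its log2 ratio of *P. indica* to mock was -1.48 in *wrky6* and 1.20 in WT.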

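The response to *P. indica* at LP was read from the ratio of colonized to mock-treated roots in each genotype. Of the 833 genes raised by LP in *wrky6* + *P. indica* alone, 272 were also raised above 2-fold by *P. indica* in *wrky6* at LP and 193 in WT at LP, and 178 in *wrky6* but not in WT. Over all genes, 301 were raised by *P. indica* in *wrky6* at LP and in none of the 3 other pairs of colonized and mock-treated roots, and 157 of these were raised by LP in *wrky6* + *P. indica* alone. Of the genes of Table S1, 242 were raised by *P. indica* in *wrky6* at LP and 178 in WT at LP.

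The difference between the genotypes in the response to *P. indica* was tested over all 8 arrays as an interaction in limma, with 3 residual degrees of freedom. Of the 23586 genes tested, 0 had a Benjamini-Hochberg adjusted p under 0.05, and the smallest was 0.223; the unadjusted p was under 0.05 for 1032 genes. This interaction is averaged over LP and NP, and a difference at LP alone cannot be tested with 1 array per condition.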

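Table S1 lists 10 microRNA loci and 15 other loci of RNAs without a known product. In the LP to NP ratio of *wrky6* + *P. indica*, 16 of the 25 loci passed 2-fold, 7 of them microRNA loci; the median log2 ratio over the 25 was 1.20. Under normexp background correction 0 of the 25 passed, but with its offset of 50 dim signals can hardly pass, so this says little. Signals were low: 2 loci were well above background on both arrays, 18 on 1 array and 5 on neither. The antisense locus At5g45472 was the one locus past 2-fold on 2 arrays well above background, at a log2 ratio of 1.40. MIR156H (At5g55835) was at least 1.07-fold higher at LP. For MIR156G, MIR169F, MIR399C and MIR394B the NP array was dim and the bound of the mean gives no fold, and MIR395B was dim on both arrays. The 1 probe of 2 of MIR169F that was well above background at LP was at least 1.68-fold higher than at NP. The labeling was primed with oligo-dT, and mature miRNAs were not analysed here.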

Interestingly, 25 miRNAs, 10 with known and 15 with unknown functions, are regulated in the bigger roots. *miR156G*, *miR169F*, *miR395B* and *miR399C* respond to Pi starvation [46, 47]. *miR394B* targets the mRNA for an F-box protein of the SKP1-Cullin/CDC53-F-box complex, and is involved in auxin responses [48]. *miR169F* targets the mRNA for the subunit A of the NF-Y TF complex thereby controlling primary and lateral root initiation [49]. Furthermore, *ALKENYL HYDROXALKYL PRODUCING2* is involved in glucosinolate biosynthesis and predicted to be targeted by *miR826* and *miR5090*, and both miRNAs are induced in response to Pi starvation [50]. 

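ALKENYL HYDROXALKYL PRODUCING2 (At4g03060, 2 probes) was not well above background on any of the 4 LP arrays or on the 4 NP arrays, and no fold is given for it.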

All these miRNAs are regulated by *P. indica* in LP-exposed *wrky6*, but not WT roots. This highlights the importance of this TF on the restriction of root development under Pi limitation.

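In *wrky6* at LP, the ratio of *P. indica* to mock passed 2-fold upward for 3 of the 25 loci, with a median log2 ratio of 0.06. None of these 3 loci was well above background on both arrays; 16 of the 25 were, and none of the 16 passed 2-fold. In WT at LP, 1 of the 25 loci passed 2-fold upward and 3 downward. For MIR169F (At3g14385, 2 probes), the log2 ratio on the 1 probe well above background on both arrays of each ratio was -1.87 in WT, from signals of 32.9 and 9.02, and -0.27 in *wrky6*.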

A functional categorization of genes based on a) involvement in” biological process”, b) involvement in “molecular function”, c) involvement in “cellular component” and regulated more than 2-fold in response to LP based on A. thaliana Gene Ontology (TAIR’s GO annotations) is given in (Fig. 8).

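Of the 30531 genes with a value, LP raised 1111 genes and lowered 1167 above 2-fold in WT. In WT + *P. indica* 374 genes were raised and 365 lowered, in *wrky6* 818 and 610, and in *wrky6* + *P. indica* 1100 and 1217. Restricted to genes well above background on both arrays of a ratio, 182 and 275 genes remained in WT, 47 and 79 in WT + *P. indica*, 308 and 211 in *wrky6*, and 127 and 309 in *wrky6* + *P. indica*. Of the 1100 genes raised in *wrky6* + *P. indica*, 803 were well above background on 1 array and 170 on neither. In *wrky6* + *P. indica*, scaling to the 75th percentile of each array gave 504 raised and 5079 lowered genes, and normexp background correction 40 and 119. Raised genes were shared by WT and *wrky6* + *P. indica* in 127 cases, by *wrky6* and *wrky6* + *P. indica* in 106, and by WT + *P. indica* and *wrky6* + *P. indica* in 79.

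Among genes with a probe well above background on both arrays, the largest rise in WT was that of At1g43960 (log2 ratio 3.73), followed by LBD1 (At1g07900, 3.32) and VAMP725 (At2g32670, 3.02). The largest falls were those of At5g22555 (-3.96), CYP82C2 (At4g31970, -3.86) and CYP82C3 (At4g31950, -3.82). In WT + *P. indica*, At2g29220 rose most (2.14), then BGLU12 (2.01) and bHLH071 (2.01), and At3g05730 came first among the falls (at least 9.80-fold), then DDF1 (-2.79) and At3g02480 (-2.52). In *wrky6*, At1g34800 (5.30), At1g34860 (3.94) and At1g49900 (3.80) rose most, and GLIP1 (-3.49), CYP71B22 (at least 7.13-fold) and At1g56555 (at least 5.82-fold) came first among the falls. In *wrky6* + *P. indica*, At2g04460 (at least 8.03-fold), EXPB5 (At3g60570, at least 2.61-fold) and At5g04390 (2.40) came first among the rises, and At5g65320 (-4.56), LCR67 (At1g75830, at least 18.8-fold) and At3g44704 (-4.13) among the falls. The order follows the mean of all probes of a gene, dim ones included. For 6 of these 24 genes that mean lay under the limit of the dimmer array, and a bound is given. The probes of a gene could differ: those of LBD1 gave 0.76 and 5.88, and those of At1g49900 gave 1.08 and 6.52.

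**Figure D1:**
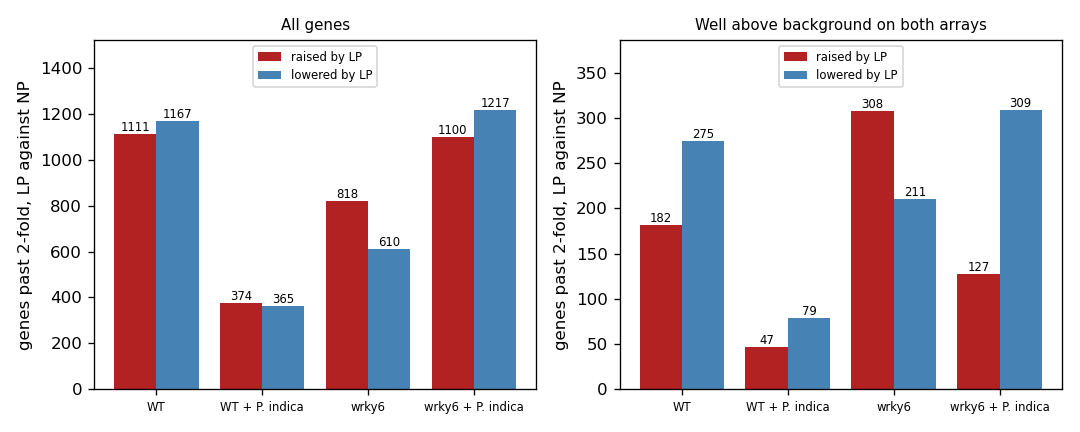
Number of genes raised and lowered above 2-fold by LP against NP in each of the 4 treatments, over all genes and over genes well above background on both arrays of the ratio. WT + *P. indica* has the fewest genes in either group of bars, with 374 raised and 365 lowered over all genes.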

### Proposed list of general genes involved in root growth promotion

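The effect of each factor over all treatments was tested with limma, in an additive model of Pi, *P. indica* and genotype over the 8 arrays with 4 residual degrees of freedom. The model covered 23586 genes that were well above background on at least 4 arrays. At a Benjamini-Hochberg adjusted p under 0.05, *P. indica* raised 703 genes and lowered 658, and the *wrky6* mutation raised 165 and lowered 94. For Pi, 0 genes passed, the smallest adjusted p was 0.0855, and 2356 genes had an unadjusted p under 0.05. Without the filter on dim probes, 268 genes passed for *P. indica* and 0 for the genotype. With the array of WT + *P. indica* LP or that of WT + *P. indica* NP left out, 0 genes passed for *P. indica* and 0 for the genotype, and with any other array left out 29 to 835 for *P. indica* and 0 to 13 for the genotype.

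The smallest adjusted p for *P. indica* were those of At3g13433 (log2 difference 3.02, standard error 0.14, limma adjusted p = 0.0061), At4g18540 (1.03) and CCOAMT (At1g67980, 1.19). For the genotype they were those of MYB31 (At1g74650, 1.57, standard error 0.08, limma adjusted p = 0.021), At5g33395 (-2.92) and ORA47 (At1g74930, 2.17). For Pi, At5g53048 (2.93), At1g04330 (0.71) and PFA-DSP4 (At4g03960, 0.61) came first and did not pass. Each of these 9 genes had the same direction in all 4 pairs of arrays of its factor. WRKY6 itself had an adjusted p of 0.0248 for the genotype in limma.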

The Venn-diagrams (Fig. 9) generated by the MAPMAN software identified genes, which were regulated by LP (but not *P. indica* or WRKY6), by *P. indica* (but not LP or WRKY6), and by WRKY6 (but not *P. indica* or LP). 

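The arrays behind the 3 sets were read from the columns of Table 1, by comparing each with the ratios of all 28 pairs of arrays in the authors' normalized values. The Pi column lay closest to *wrky6* + *P. indica* LP against NP (median difference 0.02 in log2; next pair 0.14). The *P. indica* column lay closest to *wrky6* + *P. indica* LP against *wrky6* LP (next pair 0.24), and the *wrky6* column to *wrky6* + *P. indica* LP against WT + *P. indica* LP (next pair 0.34). The 3 sets therefore share the array of *wrky6* + *P. indica* LP. When 3 ratios with no array in common were taken, of LP in WT, of *P. indica* in *wrky6* at NP and of *wrky6* with *P. indica* at LP, 0 genes passed 4-fold in all 3 and 42 passed 2-fold.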

The common genes among these three datasets are not specific for one of the three stimuli and should therefore represent more general genes involved in the promotion of root growth and development (Fig. 9). Those genes were then arranged according to their average fold regulation in all datasets (Table 1, 4-fold; Additional file 2: Table S2). 

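At1g26850, at the head of Table 1, has 4 probes. One of them rose to a normalized signal of 400 on *wrky6* + *P. indica* LP from 6.70 on *wrky6* + *P. indica* NP, 2.87 on *wrky6* LP and 3.32 on WT + *P. indica* LP. The other 3 probes were well above background on all arrays and stayed within log2 -0.03 to 0.19 of the partners. The mean log2 ratios of the gene were 1.58, 1.81 and 1.80 for Pi limitation, *P. indica* and *wrky6*. For At5g67480 (BT4), 1 of 3 probes rose, and the ratios of the gene were 1.99, 2.52 and 2.15, or 0.11, 0.32 and -0.20 over the 2 probes well above background on both arrays. At4g11540, At4g33355, At4g08550 and At3g45880 have 2 probes each, of which 1 rose, to signals of 363, 162, 121 and 285. At3g09975 and At5g46220 are read by 1 probe each, with signals of 275 and 302. They were at least 11.1-fold and 12.2-fold higher than at NP, at least 30.6-fold and 33.6-fold higher than in *wrky6* LP, and at least 34.6-fold and 38.0-fold higher than in WT + *P. indica* LP. At4g08593 was dim on all arrays on its remaining probe.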

The higher the genes are ranked in the list, the more important appears to be their requirement during root growth.

**Fig. 9:**
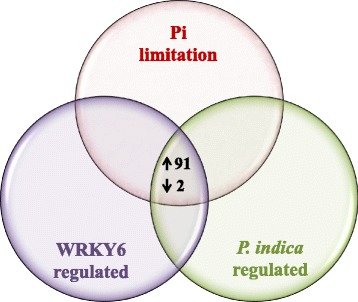
Common up- and down-regulated genes (>4 fold) in Arabidopsis roots regulated either by Pi limitation, WRKY6 or *P. indica* (Venn diagram). For experimental details, cf. Methods and Results

**Table 1:** Genes which are regulated more than 4-fold (log2 value ≥ 2) in response to Pi limitation, *P. indica* and mutation of *WRKY6*

Mapman BinCode	Gene ID	Gene Description	Pi limitation	*P. indica*	*wrky6*
20.2.3	At1g26850	dehydration-responsive family protein	6.0	7.1	6.9
35.1.26	At4g11540	DC1 domain-containing protein involved in intracellular signaling	5.9	7.0	6.9
35.2	At4g08593	unknown protein	6.4	6.3	6.9
27.3.72	At5g67480	BTB AND TAZ DOMAIN PROTEIN 4	5.8	6.9	6.8
35.2	At3g09975	unknown protein	6.6	6.7	5.9
35.2	At5g46220	unknown protein	5.9	5.8	5.6
27.3.71	At4g29160	SNF7	5.6	5.9	5.8
26.21	At4g33355	lipid binding protein	5.7	5.1	5.8
21.4	At4g08550	electron carrier/ protein disulfide oxidoreductase	5.5	5.4	5.1
35.2	At3g45880	2-oxoglutarate and Fe^2+^-dependent oxygenase	5.8	5.8	4.2
30.3	At1g32250	putative calmodulin	5.4	5.3	5.1
29.5	At5g09640	SCPL19 (serine-type carboxypeptidase)	4.8	5.6	4.8
35.1	At2g01790	meprin and TRAF homology domain-containing protein	5.1	5.1	5.0
27.3.41	At3g46770	transcription factor of the B3 family	2.2	6.4	6.4
27.3.11	At1g51220	WIP5 (zinc finger protein)	4.8	5.3	4.7
35.2	At2g18200	unknown protein	5.1	4.9	4.8
27.3.24	At1g65360	AGL23 (AGAMOUS-LIKE 23)	4.9	5.1	4.5
29.5.11.4.3.2	At5g44980	F-box family protein	6.6	3.5	4.4
27.3.67	At5g27140	putative SAR DNA-binding protein	3.0	5.9	5.4
27.2	At1g30455	transcription factor	4.6	5.1	4.5
33.99	At5g62850	SWEET5	4.7	4.7	4.7
35.2	At4g27930	unknown protein	4.5	4.7	4.7
17.2.3	At4g34780	auxin-responsive protein	4.8	4.0	4.9
27.4	At5g53720	RNA recognition motif -containing protein	4.4	4.5	4.5
29.4	At1g43895	unknown protein	4.2	4.5	4.5
27.3.99	At2g26135	zinc finger protein	4.6	4.0	4.6
10.8.1	At1g69940	PPME1 (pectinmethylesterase)	4.3	4.1	4.5
26.8	At1g01980	reticuline oxidase-like protein	4.2	4.3	4.3
35.2	At4g25990	CIL (chloroplast import apparatus 2-like protein)	4.4	4.4	3.8
35.1.12	At5g56510	APUM12 (Arabidopsis PUMILIO 12)	3.0	5.0	4.6
35.2	At3g43572	unknown protein	5.9	2.4	4.1
35.2	At3g59620	unknown protein	3.6	4.4	4.6
21.1	At2g33270	ACHT3 (atypical cysteine/histidine-rich thioredoxin 3)	4.7	3.6	4.0
20.1.7	At3g48231	LCR48 (low-molecular-weight cysteine-rich protein 48)	3.9	4.1	4.2
35.2	At3g50376	unknown protein	4.1	4.2	3.9
35.2	At1g55221	unknown protein	4.6	3.6	3.3
31.4	At1g07725	ATEXO70H6 (exocyst subunit EXO70 family protein H6)	3.7	3.9	3.5
35.2	At2g17305	unknown protein	3.8	3.9	3.4
35.2	At4g29200	beta-galactosidase	3.5	3.8	3.9
33.99	At5g07930	MCT2 (mei2 C-terminal RRM only like 2 protein)	4.2	2.8	4.2
35.2	At5g45690	unknown protein	4.0	4.2	2.9
35.1	At4g33820	glycosyl hydrolase family 10 protein	4.2	4.4	2.5
27.3.24	At5g51860	AGL72 (MADS-box protein)	3.9	4.0	3.2
27.3.7	At3g21880	zinc finger (B-box type) protein	3.5	3.7	3.8
35.2	At1g24256	unknown protein	2.4	3.9	4.6
35.2	At5g28295	unknown protein	3.6	3.4	3.5
35.1	At3g57840	self-incompatibility protein-related protein	3.1	3.7	3.6
20.1	At2g15040	ATRLP18 (receptor-like protein 18)	4.4	2.2	3.7
29.5.11.4.3.2	At5g53840	FBL13 (F-box family protein 13)	3.4	3.4	3.4
35.2	At2g11440	unknown protein	3.6	3.6	3.0
35.1	At3g48620	unknown protein	3.7	2.7	3.7
29.3.4.1	At2g38960	AERO2 (Arabidopsis endoplasmic reticulum oxidoreductins 2)	4.0	2.3	3.4
35.1	At4g26860	pyridoxal phosphate binding protein	3.7	2.9	3.1
29.5.11.4.3.2	At5g44220	F-box family protein	3.7	2.3	3.7
20.1.7	At4g09984	LCR34 (low-molecular-weight cysteine-rich protein 34)	3.2	3.3	3.2
27.1	At5g03580	Putative polyadenylate-binding protein	3.4	3.4	2.9
35.2	At4g08022	unknown protein	3.4	3.4	2.8
35.2	At4g05018	unknown protein	3.7	3.1	2.7
33.99	At1g21890	nodulin MtN21 family protein	2.9	3.1	3.5
35.2	At1g23910	unknown protein	3.0	3.6	2.9
24	At5g16080	CXE17 (carboxyesterase 17)	3.5	2.9	3.0
35.2	At5g51090	unknown protein	3.3	2.9	3.2
33.99	At2g30300	nodulin-related protein	3.2	3.0	3.0
33.99	At2g37860	LCD1 (LOWER CELL DENSITY 1)	3.0	3.3	2.9
26.4.1	At3g24330	glycosyl hydrolase 17	2.9	3.0	3.1
35.1	At3g48209	thionin family protein	3.0	3.0	2.8
20.1.7.12	At4g14272	defensin-like protein	3.1	2.9	2.7
10.8.1	At1g11590	putative pectin methylesterase	2.9	2.9	2.8
29.5.11.1	At5g48700	ubiquitin-related protein	2.5	3.4	2.6
35.2	At3g30520	unknown protein	2.8	2.8	2.8
11.1.8	At1g21540	AMP-dependent synthetase and ligase family protein	3.0	2.7	2.4
35.2	At3g43829	unknown protein	4.0	2.1	2.0
35.2	At5g29044	unknown protein	3.8	2.2	2.1
35.1	At3g58290	meprin and TRAF homology domain-containing protein	2.7	3.0	2.4
35.2	At1g57906	unknown protein	2.7	2.6	2.8
26.3.2	At4g38590	glycosyl hydrolase 35	2.9	2.4	2.5
30.2.9	At1g24650	leucine-rich repeat family protein	2.3	2.6	2.9
27.3.24	At2g24840	AGL61 (AGAMOUS-LIKE 61)	2.6	2.8	2.3
35.1.41	At1g30795	hydroxyproline-rich glycoprotein family protein	2.9	2.4	2.3
29.5.7	At3g59990	MAP2B (METHIONINE AMINOPEPTIDASE 2B)	2.6	2.4	2.7
16.2	At1g32910	transferase	2.8	2.0	2.6
27.3.67	At1g61320	unknown protein	2.4	2.2	2.8
35.2	At5g50360	unknown protein	2.1	2.5	2.8
35.2	At1g03240	unknown protein	2.5	2.5	2.3
35.1	At4g19910	Toll-Interleukin-Resistance (TIR) domain-containing protein	2.8	2.3	2.2
35.1	At3g06880	nucleotide binding protein	3.0	2.1	2.2
35.1	At5g52690	heavy-metal-associated domain-containing protein	2.4	2.4	2.2
26.10	At1g19630	CYP722A1 (monooxygenase)	2.5	2.5	2.0
35.2	At3g58300	unknown protein	2.3	2.3	2.3
35.2	At3g43950	phosphotransferase	2.2	2.3	2.1
35.2	At1g53285	unknown protein	2.3	2.3	1.8
35.2	At4g20520	RNA binding/RNA-directed DNA polymerase	−2.5	−2.3	−2.5
17.1.1	At2g36020	HVA22J (HVA22-LIKE PROTEIN J)	−4.2	−7.1	−2.2

91 genes are regulated more than 4-fold (log_2_ > 2) in all 3 datasets and only 2 of them are down-regulated (Table 1). 

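In the 3 ratios that end at *wrky6* + *P. indica* LP, 45 genes were raised and 1 was lowered at least 4-fold in all 3. Of the 93 genes of Table 1, 37 were among those past 4-fold here and 70 passed 2-fold in all 3 ratios. Of the 45 raised genes, 1 was well above background on all 3 partner arrays and 36 were dim on all 3. Counting only genes with more than 1 probe, and those only where every probe passed, gave 0. The 4-fold rule with WT NP as the reference gave 4 raised and 203 lowered genes, which are the genes set apart on the WT NP array. The authors' normalized values gave 98 raised and 3 lowered genes.

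Of the 91 raised genes of Table 1, 26 have 1 probe, and 23 of these passed 4-fold in all 3 ratios. Of the 65 with 2 or more probes, 54 had exactly 1 probe past 4-fold in all 3 ratios, 11 had none and 0 had more than 1. The same rule was applied to each of the 8 arrays against the 3 arrays that differ from it in 1 factor. It set apart 309 genes on *wrky6* + *P. indica* NP, 212 on WT LP, 207 on WT NP, 114 on *wrky6* LP, 46 on *wrky6* + *P. indica* LP, 39 on *wrky6* NP, 19 on WT + *P. indica* NP and 18 on WT + *P. indica* LP. Applied to single spots, it set apart 129 spots on *wrky6* + *P. indica* LP, and 60 of them had another such spot among the 6 nearest on the slide.

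**Figure D2:**
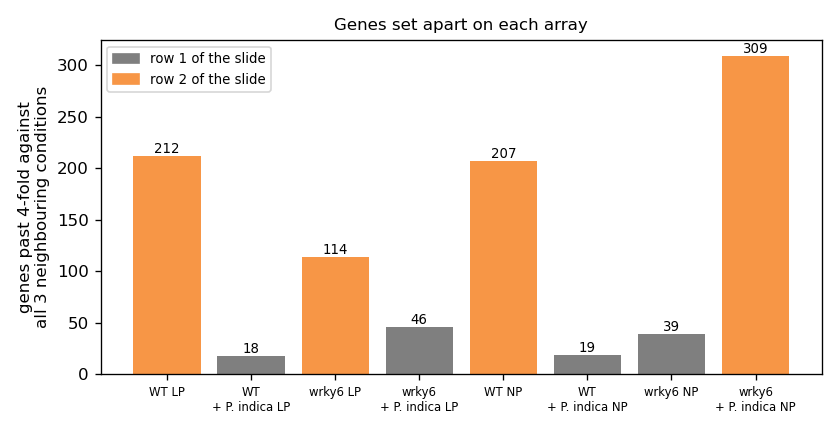
Number of genes raised or lowered at least 4-fold on each array against all 3 arrays that differ from it in 1 factor, with bars colored by the row of the slide. *wrky6* + *P. indica* LP, with 46 genes, is the fifth of the 8 arrays, and the 4 arrays of row 2 have 114 to 309 genes.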

For 28 of them, we could not find sufficient information to predict a function of their products. In addition, for 59 gene products, we did not find functional analysis data or predictions for roots.

It appears that root growth is associated with water shortage (At1g26850) and a high demand for sugar (At5g62850). 

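SWEET5 (At5g62850, 1 probe) had a normalized signal of 65.0 on *wrky6* + *P. indica* LP and was dim on the 3 partner arrays. It was at least 2.63-fold higher than at NP, at least 7.23-fold higher than in *wrky6* LP and at least 8.19-fold higher than in WT + *P. indica* LP. The 17 genes of the SWEET family had a median log2 ratio of LP to NP of 0.05 in *wrky6* + *P. indica*, which turned to -0.07 under 75th percentile scaling. That median lay at percentile 67.6 of random lists matched on mean expression. Against *wrky6* LP the median of the family was -0.14 (percentile 3.50), and against WT + *P. indica* LP it was 0.09 (percentile 94.7).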

SWEET5 appears to play a major role in providing photoassimilates *via* the phloem to the roots and for the fungus, as its message is the only one of the SWEET sucrose efflux transporter gene family [51] in the list. The auxin/cytokinin ratio is important for root/shoot ratios. 

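SAUR2 (At4g34780, 1 probe) had a normalized signal of 79.4 on *wrky6* + *P. indica* LP and was dim on the partner arrays, at least 3.21-fold higher than at NP and at least 8.84-fold higher than in *wrky6* LP. At5g27140 (1 probe) had a signal of 150 and was at least 6.08-fold, 16.7-fold and 18.9-fold higher than on *wrky6* + *P. indica* NP, *wrky6* LP and WT + *P. indica* LP. At1g24650 has 2 probes, of which 1 rose, to a signal of 21.3, and no fold can be given for the gene.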

Only 3 genes involved in the auxin and cytokinin metabolism are in the list: SAUR2 participating in cell expansion, an auxin-inducible uncharacterized leucine-rich repeat protein (At1g24650) [52] and the predicted TF At5g27140 which responds to cytokinin through the histidine-to-aspartate photorelay circuit [53]. Interestingly, no other hormone-related genes were highly ranked among the common genes.

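PPME1 (At1g69940) has 2 probes, of which 1 rose, to a signal of 62.1 on *wrky6* + *P. indica* LP; the same probe had 60.5 on WT LP. The mean of the gene was at least 1.37-fold higher than in *wrky6* LP and at least 1.55-fold higher than in WT + *P. indica* LP. It allows no fold against the dim NP array, where the bound for the probe that rose was 2.51-fold. For At1g11590, 1 of 2 probes rose, to a signal of 20.6, which was at least 2.29-fold higher than in *wrky6* LP and at least 2.59-fold higher than in WT + *P. indica* LP on that probe and under the limit of the NP array. The mean signal of the gene, 7.19, lay under the limits of all 3 partners.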

Among the proteins known to be involved in cell wall extension such as xyloglucan endotransglucosylase-hydrolases, expansins, polygalacturonases or peroxidases, the uncharacterized pectin methylesterases At1g69940 and At1g11590 appear to be important. Cell growth requires an increase in exocytosis, which is reflected by the highly ranked *SNF7* gene in the list. 

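SNF7 (At4g29160) has 5 probes, and 1 of them rose, to a normalized signal of 626 on *wrky6* + *P. indica* LP, and was dim on the 3 partner arrays. The mean log2 ratios of the gene were 1.45 for LP against NP, 1.37 for *P. indica* against mock in *wrky6* at LP, and 1.57 for *wrky6* against WT with *P. indica* at LP. Over the 3 probes well above background on both arrays of each ratio they were -0.01, -0.38 and -0.01.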

SNF7 is involved in internal vesicle formation of the prevascular compartment [54]. Specific members of gene families (such as At1g07725 of the EXOCYST70 family) participate in the stimulation of the export in growing cells. 

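EXO70H6 (At1g07725) rose on 1 of its 2 probes, to a signal of 76.8 on *wrky6* + *P. indica* LP, and the mean of the gene was at least 1.66-fold higher than in *wrky6* LP and at least 1.87-fold higher than in WT + *P. indica* LP. The mean allows no fold against NP, and the probe that rose was at least 3.11-fold higher than at NP.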

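At4g33355 was at least 2.18-fold higher on *wrky6* + *P. indica* LP than on *wrky6* LP and at least 2.47-fold higher than on WT + *P. indica* LP; 1 of its 2 probes rose. For At1g21540, 1 of 2 probes rose, to a signal of 21.2, and the corresponding bounds were 1.07-fold and 1.21-fold. For the mean of neither gene can a fold be given against *wrky6* + *P. indica* NP, where the limit is highest. On the probe that rose, At4g33355 was at least 6.55-fold higher than on that array, and At1g21540 allows no fold.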

The increased demand for lipids is reflected by genes involved in lipid metabolism (At4g33355; At1g21540). 

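At3g45880, with 1 of 2 probes raised, was at least 1.64-fold higher on *wrky6* + *P. indica* LP than at NP and at least 4.51-fold higher than on *wrky6* LP. Against WT + *P. indica* LP it was at least 5.11-fold higher, with neither probe well above background on both arrays. ACHT3 (At2g33270) and MCT2 (At5g07930) each rose on 1 of 2 probes, to signals of 62.3 and 44.6, and were at least 1.84-fold and 1.15-fold higher than on *wrky6* LP. The mean of neither allows a fold against NP, and the probes that rose were at least 2.52-fold and 1.80-fold higher than at NP.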

Control of the redox potential (At3g45880, At2g33270) and specific plastid functions, such as the import into the organelle (At5g07930), appear to be important. 

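The PUMILIO gene APUM12 (At5g56510, 1 probe) had a normalized signal of 91.0 on *wrky6* + *P. indica* LP and was dim on the partner arrays. It was at least 3.68-fold higher than at NP, at least 10.1-fold higher than in *wrky6* LP and at least 11.46-fold higher than in WT + *P. indica* LP.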

Rapid responses to developmental changes have been associated with posttranscriptional processes mediated by PUMILIO proteins (At5g56510) [55]. Closer inspection of the genes regulated > 4-fold using the TAIR and NCBI databases revealed that additional not well characterized proteins are potentially associated with root or cell growth, but this requires further studies. In addition, extension of the list of genes by reducing the threshold level to 2-fold regulation in all three conditions (Additional file 2: Table S2, 2-fold) uncovered additional ~ 100 proteins with predicted growth related functions (TAIR homepage), such as REPRODUCTIVE MERISTEM1, GROWTH REGULATING FACTOR4, EXPANSIN23, the RmIC-like cupin protein At1g03890, HISTONE ACETYLASE18, the Ca^2+^-dependent PROTEIN KINASE14, LIFEGUARD1 and SYNAPTOTAGMIN2, to mention a few. 

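At the 2-fold threshold, 152 genes were raised and 21 lowered in all 3 ratios. Of the 152 raised genes, 16 were well above background on all 3 partner arrays and 105 on none of them. Table S2 lists 279 genes, 46 of them lowered, and 125 of the 279 passed 2-fold in all 3 ratios here. Of the 8 genes of Table S2 that the text names, 4 passed 2-fold in LP against NP, 5 in *P. indica* against mock and 4 in *wrky6* against WT.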

Finally, the function of the strongly down-regulated HVA22J-like PROTEINJ needs to be analyzed.

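HVA22J (At2g36020, 2 probes) was at least 8.51-fold lower on *wrky6* + *P. indica* LP than on *wrky6* + *P. indica* NP, and at least 2.13-fold lower than on *wrky6* LP. Against WT + *P. indica* LP no fold can be given. The larger of these changes came from 1 probe, with a signal of 428 on *wrky6* + *P. indica* NP, 60.3 on *wrky6* LP and 2.59 on *wrky6* + *P. indica* LP. In *wrky6* without the fungus HVA22J was at least 2.34-fold higher at LP than at NP. At4g20520, the other gene listed as lowered in Table 1, has 3 probes. The 1 probe well above background on all 4 arrays had log2 ratios of -1.84, -3.06 and -3.00 against *wrky6* + *P. indica* NP, *wrky6* LP and WT + *P. indica* LP.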

In summary, very limited information is available for the majority of the genes which respond to the three root growth stimulators analyzed in this study.

## Discussion

Low Pi is a major stress for plants. Therefore, plants have evolved complex mechanisms for acquisition, re-mobilization and recycling of Pi to maintain the P homeostasis in a cell. Spatio-temporal molecular, physiological and biochemical Pi deficiency responses are the consequence of local and systemic sensing and the activation of signaling pathways. They stimulate Pi metabolism, but also initiate developmental reprogramming leading to changes in the root system architecture [56]. Among the 74 WRKY members in Arabidopsis, WRKY6, −42 and −75 are involved in LP stress [34, 35]. For the studies performed here, we observed a strong positive effect on plant performance when the *WRKY6* gene was inactivated. Therefore this WRKY protein was investigated in more details. Furthermore, *P. indica* helps plants to adapt to various stress conditions and supplies them with nutrients including Pi which leads to root growth promotion [14, 16]. Interestingly, Müller et al. [57] performed microarray analyses for Pi-starved Arabidopsis leaves. 73 of their genes are also regulated in our microarrays with WT roots. The number is reduced to 37 when the seedlings are grown in the presence of *P. indica* (compare Müller et al. [57]). This confirms that the fungus reduces the Pi stress response in Arabidopsis roots. 

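The list of Müller et al. was not analysed here. A list of 23 genes that respond to Pi starvation, written before the data were examined, was read in the LP to NP ratio of each treatment. The median log2 ratio was 0.46 in WT and 0.27 in WT + *P. indica*, with 22 and 20 of 23 genes above 0. In *wrky6* it was 0.61 (23 of 23) and in *wrky6* + *P. indica* 0.54 (19 of 23). Each median lay at percentile 100 of 10000 random lists of 23 genes matched on mean expression. Gene by gene, the response to LP was lower with *P. indica* for 14 of the 23 genes in WT (median difference -0.17) and for 13 of 23 in *wrky6* (median difference -0.20). PAP17 fell from 1.52 in WT to 0.40 in WT + *P. indica*, while IPS1 went from 1.04 to 2.00 and SPX3 from -0.37 to 0.94. Tested over all 8 arrays as an interaction of Pi and *P. indica* in limma, 0 genes had an adjusted p under 0.05 (smallest 0.142) and 3044 an unadjusted p under 0.05. The genes named were chosen after their values were seen.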

Here, we demonstrate that the three unrelated factors “presence of *P. indica*”, “limitation of Pi” and “absence of WRKY6” strongly influence plant growth and in particular the root architecture. The stimulating effects of the fungus and Pi limitation are restricted by WRKY6. Under NP conditions, the difference in the response to *P. indica* among the two genotypes is smaller than under LP conditions (Figs. 1 and 2). These effects are not only visible at the seedling’s level but persist after shifting the seedlings to expanded clay (Fig. 3). The root hair density and length are strongly promoted by *P. indica* in the *wrky*6 mutant in comparison to the WT grown under LP conditions (Fig. 2b–d), while the length of the primary roots is reduced (Fig. 2e). Chen et al. [34] also observed phenotype differences between WT and *wrky6* plants under LP conditions, but the root architecture was not analyzed in details. Robatzek and Somssich [58] did not observe differences between *wrky6* and WT, but their growth conditions were quite different from ours and those of Chen et al. [34]. Similar alterations in the root architecture in response to LP occur after AM colonization [59–61], and in *P. indica*-colonized Chinese cabbage seedlings [16, 62, 63]. Chinese cabbage showed a stronger response to *P. indica* than Arabidopsis. The interaction results in a bushy root phenotype, comparable to our observations with LP-grown *wrky*6 seedlings (Fig. 2).

PHO1 participates in the transfer of Pi from root epidermal and cortical cells to the xylem [39]. This may explain the better performance of the aerial parts of the *P. indica*-colonized mutant under Pi limitation. Low Pi treatment reduced WRKY6 binding to the *PHO1* promoter [34]. Furthermore, inactivation of *WRKY6* stimulated *PHO1* expression by *P. indica* under LP, but not NP conditions (Fig. 6). This suggests that a WRKY6-independent regulatory mechanism exists that stimulates *PHO1* expression under LP by signals from *P. indica*. Mycorrhizal symbiosis also enhances the expression of various Pi transporter genes like *OsPT11* in rice [64] and *MtPT4* in *Medicago trunculata* [65]. 

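Pht1;5 (At2g32830, 2 probes) had a mean normalized signal of 7.21 on *wrky6* + *P. indica* LP and 6.58 on *wrky6* LP. The second of these was not well above background, and no fold can be given. The log2 difference of these signals was 0.13 in *wrky6* (-0.03 under 75th percentile scaling) and that in WT was 0.71, beside a technical SD of 0.63 for signals this dim.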

*P. indica* also stimulates the expression of other Pi transporter genes including *Pht1;5* in LP-grown *wrky6* seedlings. The *Pht1;5* promoter contains W-boxes [34, 35] which are putative binding sites for WRKY TFs. Since *Pht1;5* is not up-regulated in WT seedlings under these conditions, WRKY6 might function as a transcriptional repressor for this gene (data not shown). Furthermore, consistent with previous observations [18, 19, 66], we found an increase in Pi uptake in the presence of *P. indica* under low Pi conditions, however there is no difference between WT and *wrky6* seedlings (Fig. 7). Stimulation of Pi uptake by *P. indica* might establish local Pi gradients which could result in altered local Pi stress responses, and a reprogramming of root developmental programs. These programs are initiated by Pi limitation and further promoted by *P. indica* and the absence of WRKY6. Mycorrhizal fungi association is a well-known strategy of plants for enhancing Pi uptake [61, 67]. In spite of a more efficient Pi uptake in the presence of *P. indica*, the overall Pi content in colonized or uncolonized WT and *wrky6* seedlings is not different, although seedlings grown under Pi limitation conditions contain less Pi than those grown under NP conditions (Fig. 7). This again is consistent with the idea that limitations in the Pi availability induce growth and alterations in the root architecture. *P. indica* either reduces the Pi limitations or interferes with the signaling events activating the Pi stress response. Plants grown under Pi limitation use their own Pi reservoir to maintain Pi homeostasis within cells [68] and simultaneously stimulate the Pi uptake machinery [69, 70]. The RmIC-like cupins protein which is up-regulated at the mRNA level during root growth (Additional file 1: Table S1, Additional file 2: Table S2) has been proposed to have nutrient reservoir activity and is a candidate for controlling Pi availability.

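The RmlC-like cupin gene At1g03890 (2 probes) was well above background on *wrky6* + *P. indica* LP and dim on *wrky6* + *P. indica* NP, *wrky6* LP and WT + *P. indica* LP. The mean signal of its 2 probes lay under the limits of these arrays, so no fold is given for the gene; the 1 probe that rose, to a signal of 16.0, was at least 1.78-fold higher than on *wrky6* LP and at least 2.01-fold higher than on WT + *P. indica* LP.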

In LP conditions, ET is an important factor for inhibition of primary root growth and promotion of lateral root elongation [2, 37]. Plant-derived ET also stimulates spore germination and hyphal growth of vesicular AM [38, 71]. As shown in Fig. 5, colonized and un-colonized mutant seedlings produced ~2-times more ET than WT seedlings. Since WT plants with less ET production are more colonized than *wrky6* plants irrespective of the Pi level in the root environment (Fig. 4), ET may restrict root colonization. Thus, this hormone might be important to balance growth of the microbe, the resulting benefits for the host, and the degree of defense gene activation of the host against the invader. Under our growth conditions, the higher ET level in *wrky6* plants may stimulate lateral root development, spore germination and hyphal growth, which is consistent with the better performance of the *wrky6* roots. The important role of ET and ET signaling components for mutualistic interaction of Sebacinales with various plant species has also been demonstrated by Khatabi and Schäfer [30], Camehl et al. [72] and Barazani et al. [23]. Taken together, WRKY6 is a crucial player in controlling root development in response to *P. indica* and Pi limitation.

### Microarray analyses

Since the strongest growth-promoting effect and change in the root morphology were observed for *P. indica*-colonized *wrky6* seedlings in LP, we used the roots of these seedlings to identify genes which cause this phenotype (Fig. 2). Many genes with known growth-related functions were identified (Additional file 1: Table S1, Additional file 2: Table S2). This includes genes for proteins involved in the primary metabolism (e.g. for the generation of energy-rich components), cell wall metabolism (e.g. methyl-pectinerases, expansins), hormone biosynthesis and signaling (proteins involved in auxin-, gibberellin-, ET-, jasmonic acid-, brassinosteroid and strigolactone-associated processes), or secondary metabolism (e.g. for stress or defense compounds or antioxidants).

Various well-characterized genes for developmental processes were specifically up-regulated in these roots, such as genes for the GROWTH REGULATOR4 (At3g52910), for cell regulation, transporters of ions, peptides, oligonucleotides or other small molecules. Also previously described proteins involved in the *P. indica*/Arabidopsis interaction were detected: e.g. components involved in protein sorting (cf. [73]), cytoskeleton rearrangement (cf. [21]) and MATH domain-containing proteins [74]. However, the majority of the genes are not or little characterized or not studied in roots yet.

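GRF4 (At3g52910) was well above background on all arrays of the comparisons. Its log2 ratio was 1.02 for LP against NP in *wrky6* + *P. indica*, 1.13 for *P. indica* against mock in *wrky6* at LP and 0.96 for *wrky6* against WT with *P. indica* at LP. Of its 2 probes, 1 had a signal of 2254 on *wrky6* + *P. indica* LP and 601 on the NP array, and the other 716 and 649. In WT, *wrky6* and WT + *P. indica* the log2 ratios of LP to NP were -0.46, -0.39 and -0.11.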

WRKY6 restricts auxin-mediated growth responses in the WT (cf. also [75]). 

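SAUR21 (At5g18030, 1 probe) had a normalized signal of 16.5 on *wrky6* + *P. indica* LP and 4.21 on the NP array, where it was dim, and no fold can be given. It was at least 2.07-fold higher than on WT + *P. indica* LP. In *wrky6* at LP, its log2 ratio of *P. indica* to mock was 0.16.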

Among the identified genes is SAUR21 which contributes to cell expansion and basipetal auxin transport [76]. SAUR1, −6, −7, −17, −27, −49, −64 and −65 participate in various aspects of root development (TAIR homepage). 

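SAUR65 was at least 1.37-fold higher at LP than at NP in *wrky6* + *P. indica*, and its log2 ratio of LP to NP was 1.33 in WT. Both rises came from 1 of its 2 probes. That probe had 81.0 at LP and 4.20 at NP in *wrky6* + *P. indica*, and the other 14.1 and 25.5. In WT the signals were 247 and 33.6 on the first, and 19.8 and 23.1 on the other. SAUR6 had log2 ratios of 0.53 in WT + *P. indica*, 0.52 in *wrky6* and -0.74 in WT. SAUR7 and SAUR64 were well above background on 1 of the *wrky6* + *P. indica* arrays and allow no fold, and SAUR1, SAUR17, SAUR27 and SAUR49 were dim on both.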

The AUXIN-RESPONSE FACTOR (ARF)12 functions in Pi homeostasis in rice [77] and is essential for root growth through maintaining a correct polarization of the auxin transport machinery in Arabidopsis [78]. 

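In *wrky6* + *P. indica*, the log2 ratio of LP to NP was -0.45 for EXPB1 (At2g20750) and 0.94 for EXPB3 (At4g28250), both well above background on both arrays. For EXPA10 (At1g26770, 3 probes) the mean log2 ratio of the gene was -1.46, but 2 probes, well above background on both arrays, rose, with signals of 195 against 137 and 65.6 against 52.4. The fall came from the third probe, dim at LP, with 2.49 against 92.2. EXPA5 (At3g29030) was dim on the NP array and its mean allows no fold. Its 1 probe of 2 well above background at LP was at least 1.52-fold higher than at NP. At LP, the log2 ratio of *P. indica* to mock in *wrky6*, over the probes well above background on both arrays, was 1.85 for EXPA5 (1 of 2 probes), 1.09 for EXPB3, 1.06 for EXPA10 (2 of 3 probes) and -0.17 for EXPB1, and in WT 0.23, 1.00, 0.49 and -0.07.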

Expansin 10, B1, B3 and A5 participate in cell expansion and root epidermis cell differentiation [79, 80]. 

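CSLD4 (At4g38190, 1 probe) was at least 14.3-fold lower at LP than at NP in *wrky6* + *P. indica*. Its signal was 116 on that NP array and 4.28 to 10.6 on the other arrays, so the ratio rests on 1 high reading. The same NP array set apart the most genes, 309. CESA10 (At2g25540), CSLD6 (At1g32180) and CSLG3 (At4g23990) were well above background on *wrky6* + *P. indica* LP and dim on the NP array, and allow no fold. CSLG3 was at least 1.18-fold higher than in *wrky6* LP, and CSLD6 had a log2 ratio of *P. indica* to mock of 0.94 in *wrky6* on the 1 probe of 2 well above background on both arrays.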

Only four genes for enzymes involved in cell wall biosynthesis are in the list: cellulose synthase-like D4 involved in root cell tip growth [81], cellulose synthase 10 and cellulose synthase-like D6 and -G3. Yang et al. [82] demonstrated that jasmonate prioritizes defense over growth by interfering with the GA signaling cascade. 

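Defence genes were taken as the 413 genes whose description in the files names a defensin, disease resistance, a pathogenesis-related protein, chitinase or avirulence. In *wrky6* + *P. indica*, LP raised 18 of them (4.36%) and lowered 21 (5.08%) above 2-fold, beside 3.60% and 3.99% of all genes. Among the 229 well above background on both arrays, 1 was raised (0.44%) and 6 lowered (2.62%), beside 0.58% and 1.42% of all such genes. Under 75th percentile scaling 5 were raised (1.21%) and 114 lowered (27.6%), beside 1.65% and 16.6% of all genes. Under normexp background correction the numbers were 0 and 0. At LP, *P. indica* raised 22 and lowered 25 of the 413 genes in *wrky6*, and raised 38 and lowered 28 in WT. Of the genes of Table S1, 13 are among them.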

Consistent with this idea we observe up-regulation of 3 key enzyme genes for GA biosynthesis, while relatively few genes involved in defense responses are up-regulated and many of them are even down-regulated in *P. indica*-colonized *wrky6* seedlings in LP (Additional file 1: Table S1).

The role of miRNAs in plant-microbe symbiosis with nitrogen-fixing rhizobia [83], AM fungi [16, 84, 85] and plants grown under biotic and abiotic stress [86, 87] is well documented. Several mi/siRNAs target members of the ARFs family are involved in auxin homeostasis and signaling supposing their participation in crucial stages of root development [88]. Ye et al. [16] reported *P. indica*-mediated induction of several miRNAs which ultimately leads to growth promotion and vigorous root development in Oncidium hybrid orchid. Consistent with a huge number of publications, it appears that control of root development involves miRNAs with various functions and targets (Li and Zhang [89]). It is particularly interesting to understand the function of the newly identified miRNAs regulated during root growth promotion. Taken together, the combination of these genes appear to be crucial for reprogramming root development under Pi limitation and the presence of *P. indica* in *wrky*6.

### General genes

Genes which are regulated by all three quite diverse growth stimuli should code for common components involved in root growth. Genes with higher priority for growth should show a stronger regulation in response to the three stimuli than those which are less required. Table 1 and Additional file 2: Table S2 propose genes for quite diverse functions, but they may highlight those cellular and molecular processes which need to be activated to promote root growth and development. Interestingly, a literature and database survey uncovered that for the majority of the gene products, very limited or no information is available for their role in root growth regulation. Among the strongest up-regulated genes is the well-studied *SNF7*, which codes for an interacting protein of the endosomal sorting complex required for transport (ESCRT)-III subunits. It regulates the formation of intraluminal vesicles of the prevacuolar compartments [54]. Another strongly regulated gene is *SWEET5*, a member of the sucrose phloem transporter family [51]. The specific role of SWEET5 in this scenario is unknown. Furthermore, it is interesting to note that only specific members of multigene families or a gene for one particular protein of a multiprotein complex respond to all three stimuli. The list of genes uncovered metabolic and signaling pathways which are limiting for root growth promotion. It is reasonable to assume that specific combinations of these genes/gene products are important, which can now be tested experimentally.

## Conclusion

We conclude that three unrelated factors “presence of *P. indica*”, “limitation of Pi” and “absence of WRKY6” influence *A. thaliana* growth and in particular the root architecture and propose that common genes which respond to all three growth stimuli are central for the control of root growth and architecture. These genes can be tested for optimizing root growth in model and agricultural plants.

## Methods

### Growth conditions of plant and fungus

*Arabidopsis thaliana* WT and *wrky6* seeds were surface sterilized and placed on Petri dishes containing MS [90] nutrient medium. After cold treatment for 48 h at 4 °C, the plates were incubated for 10 days at 22 °C under continuous illumination (100 μmol m^−2^ s^−1^). *P. indica* was cultured as described previously on Aspergillus minimal medium [91].

### Generation of the homozygous *wrky6* lines

Homozygocity of the SALK_012997 (N661529; European Arabidopsis Stock Centre) line was confirmed by PCR using a combination of a T-DNA left border primer and a gene-specific *WRKY6* right border primer (Additional file 1: Table S1). Two different T-DNA left border primers, LBa1 (TGGTTCACGTAGTGGGCCATCG) and LBa1.3 (ATTTTGCCGATTTCGGAAC) were used. An additional PCR was performed to identify homozygous seedlings for the insertions using the gene-specific primers LP and RP (Additional file 2: Table S3).

### Co-cultivation experiments

Co-cultivation of *A. thaliana* (WT and *wrky6*) with the fungus *P. indica* was performed under *in vitro* culture conditions on a nylon membrane placed on top of solified PNM media [91]. Square Petri dishes were divided into two equal parts and one *P. indica* disk was placed on each part and was grown for 10 days. After 48 h of cold treatment and 10 days of growth as described above, seedlings of equal sizes were used for the co-cultivation assays. For Pi stress treatment PNM media with two different Pi concentrations [2.5 mM (normal Pi - NP) and 0.25 mM (low Pi - LP)] were used. For each Pi concentration, 4 treatments were compared: WT, WT + *P. indica*, *wrky6* and *wrky6* + *P. indica*. Seedlings were maintained under two different Pi concentrations as mentioned above for 3, 5, 6, 12 or 14 days at 22 °C and 70–80 % humidity in a 16-h light/8-h dark cycle. Roots and shoots were harvested separately and frozen in liquid nitrogen for further analyses. Only roots were used for gene expression analyses. Kaefer media (KM) disks were used for mock treatment. Mock-treated seedlings grown on 2.5 mM NP were used as control.

### Experiments on expanded clay

After co-cultivation with *P. indica* or mock treatment for 14 days on PNM plates, seedlings were transferred to Magenta boxes containing autoclaved expanded clay (one plant per box). Seedlings were supplied with 30 ml liquid PNM media containing the two different Pi concentrations, once a week. Plants were grown in a temperature (22 °C) and moisture-controlled room with light from the top (80 ± 10 μmol m^−2^ s^−1^) under short-day conditions (8 h light and 16 h darkness). The light intensity was monitored weekly. The sizes of the seedlings were also monitored weekly and quantified after photography.

### Quantitative Real-Time-PCR

RNA was isolated from root tissues after 3 days post incubation (dpi) as described by Sun et al. [92]. All reactions were performed from three biological and three technical replicates. The mRNA levels for each cDNA probe were normalized with respect to the plant glyceraldehyde-3-Pi dehydrogenase (*GAPDH*) mRNA levels, which has been validated as a reference gene for roots inoculated with *P. indica* ([92], and references therein). Fold-induction values of target genes were calculated with the ΔΔCP equation of Pfaffl [93] and related to the mRNA level of target genes for mock-treated roots from NP, which were defined as 1.0. Primer pairs used in this study are given in Additional file 2: Table S3.

### Root colonization

Roots from plates were harvested after 14 dpi of co-cultivation and were washed intensively with distilled water before RNA extraction. *P. indica* was monitored with a primer pair for the *ELONGATION FACTOR1* (*PiEF-H*) mRNA. The mRNA levels for *PiEF-H* were normalized with respect to the plant *GAPDH* mRNA levels. Staining of hyphae and spores was performed with Trypan blue (0.05 %) prior to light microscopy [91].

### Pi content analysis

Seedlings were grown under the two different Pi conditions for 12 dpi as described above. Shoots and roots were sampled separately. Fresh mass were measured, before the samples were dried in an oven at 105 °C overnight. For Pi content analyses, samples were mixed with 2 ml of 65 % HNO_3_ and kept for one hour at 160 °C. The final volume was adjusted to 10 ml and the pH to 3.0–4.0. Finally, samples were mixed with ascorbic acid reagent and ammonium molybdate reagent (DIN 38405) and the Pi content was analyzed by the phosphomolybdenum blue reaction using the UV-160A spectrophotometer. Total Pi concentration was expressed in μmol/g dry weight. Experiments were repeated 3 times with independent material.

### ^32^P uptake assay

WT and *wrky6* mutant were co-cultivated with/without *P. indica* on PNM media with two different Pi concentrations as described above for 5 days. After 5 dpi, 2.5 μCi or 25 nM of ^32^P-ortho-Pi were added to each plant (1 plant per plate), and the seedlings were again allowed to grow for 3 days. Roots and shoots were harvested separately and washed several times in Na-citrate buffer (10 mM, pH 6.0). Roots and shoots were dried in an oven at 70 °C, weighted and digested with a tissue solubilizer (Rotiszint®-eco plus). The radioactivity was determined by liquid scintillation counting (LS 6500) using standard full channel programs in single isotope experiments.

### Determination of root hair density, length and primary root length

Arabidopsis seedlings were grown on square Petri dishes and kept vertically. Co-cultivation with *P. indica* was performed as described above with a few modifications: (a) for PNM media gelrite was used instead of agar, (b) no membranes were used to enhance the visibility of the roots. After 14 dpi the images of roots were taken under a stereomicroscope (Leica MZ6) and the digital images were traced by hand using ImageJ 1.47v (NIH). Finally the pixels were converted into the appropriate metric equivalents. For the determinations of primary root lengths, seedlings were grown on liquid medium with *P. indica* spores under the different Pi conditions for 14 days, stained with trypan blue for 5 min and then placed on glass slides. Pictures of seedlings were scanned using a Desktop scanner at 600 dpi. These scanned pictures were further analyzed using ImageJ 1.47v (NIH).

### Microarray analyses

Total RNA from roots of colonized WT and *wrky6* mutants from 3 independent biological experiments grown under NP and LP conditions were harvested at 3 dpi. RNA from roots of mock-treated WT and *wrky6* mutants were used as control. For each treatment, same amounts of RNA from three independent biological replicates were labeled and hybridized according to Agilent's One-Color Microarray-Based Gene Expression Analysis (OAK Lab GmBH, Hennigdorf, Germany). Quality of RNA samples were checked by photometrical measurements with the Nanodrop 2000 spectrophotometer (Thermo Scientific) and then analyzed on agarose gels (2 %) as well as by using the 2100 Bioanalyser (Agilent Technologies, CA) for determining the RNA integrity and the exclusion of potential contaminants. After verifying the quality of RNA, the Low Input Quick Amp Labeling Kit (Agilent Technologies) was used for generation of fluorescent complementary RNA (cRNA). Default cRNAs were amplified by using oligo-dT primers labeled with cyanine 3-CTP (Cye-3) according to the manufacturer’s protocol. Cye-3-labeled probes were hybridized to 8 × 60 k custom-designed Agilent microarray chips. For hybridization the Gene Expression Hybridization Kit (Agilent Technologies) was used. The hybridized slides were washed and scanned using the SureScan Microarray Scanner (Agilent Technologies) at a resolution of 3 μm generating a 20 bit TIFF file, respectively.

### Microarray data analysis

Data extractions from Images were performed using the Agilent’s Feature Extraction software version 11. Feature extracted data were analyzed using the DirectArray Version 2.1 software from Agilent. Normalization of the data was performed with DirectArray using the ranked median quantiles according to Bolstad et al. [94]. To identify significantly differentially expressed genes log_2_-fold changes are calculated and Student’s *t*- test was performed. In summary, raw data were normalized by rank median quantiles, intensity values from replicate probes were averaged, log_2_-ratios between the treatments were calculated and Student’s *t*-statistics applied to test for significance. Genes with log_2_-fold change < −1 or > 1 and *p*-value < 0.05 were considered to be significantly different. Genes were classified based on functional categories and pathways using the MapMan (http://mapman.gabipd.org/web/guest/ mapman) and *A. thaliana* Gene Ontology softwares (TAIR’s GO annotations) [95].

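For the 10 genes of Table S4, the array ratio of LP to NP in *wrky6* + *P. indica* was recomputed; the qRT-PCR values were not analysed here. It passed 2-fold upward for 9 of the 10 genes, with a median log2 ratio of 1.86. Both nitrate transporter genes were well above background on both arrays, and the other 8 genes on the LP array alone. The median log2 ratio of the 10 genes was -0.01 in WT, 0.42 in WT + *P. indica* and -0.23 in *wrky6*. Normexp background correction moved the number of genes past 2-fold most, from 9 to 3.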

Microarray data were verified by qRT-PCR as described previously from three independent biological experiments with three technical replicates (Additional file 2: Table S4). The microarray data have been submitted to NCBI (GEO) under the accession number GSE63500 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63500).

### Quantification of ET

For ET measurements, 100 mg shoot material from each treatment was collected into 4 ml vials (Roth, Germany). After 3 h ET accumulation, the measurement was performed with the ETD-300 ET detector (Sensor Sense B.V., Nijmegen, The Netherlands) as described in Bhattacharya and Baldwin [96] and Sun et al. [92].

### Statistical analyses

The statistical analyses for the microarray data have been described above. All additional statistical analyses were performed using Excel (2010) for Student’s paired *t*-test for two tailed distribution.

### Availability of supporting data

The data sets supporting the results of this article are included within the article and its additional files. The microarray data have been submitted to NCBI (GEO) under the accession number GSE63500.

## Additional files

Additional file 1: Table S1. Genes which are up-regulated more than 2-fold in *wrky6* + *P. indica* in LP (log_2_ value ≥ 1 or ≤ −1). (XLS 200 kb) Additional file 2: Table S2. Genes which were regulated more than 2-fold (log2 value ≥ 1) in response to Pi limitation, *P. indica* and mutation of *WRKY6*. **Table S3.** Primers used in this study. **Table S4.** Microarray validation with Real-time PCR.

## Abbreviations

*Pi*: *Piriformospora indica*
P: phosphorus
Pi: phosphate
AM: arbuscular mycorrhiza
TFs: transcription factors
PHO1: phosphate1
NP: normal phosphate
LP: low phosphate
dpi: days post incubation
ET: ethylene
WT: wild-type

# Supplementary material for: WRKY6 restricts Piriformospora indica-stimulated and phosphate-induced root development in Arabidopsis
**Source:** BMC Plant Biol. 2015 Dec 30;15:305. doi: 10.1186/s12870-015-0673-4
**Supplement:** Additional file 2: Table S2. — Genes which were regulated more than 2-fold (log2 value ≥ 1) in response to Pi limitation, P. indica and mutation of WRKY6. Table S3. Primers used in this study. Table S4. Microarray validation with Real-time PCR.

**WRKY6 restricts *Piriformospora indica*-stimulated root development in Arabidopsis under phosphate limitation**

**Identification of genes that optimize root growth and development**

**Madhunita Bakshi<sup>1</sup>, Khabat Vahabi<sup>1</sup>, Samik Bhattacharya<sup>2</sup>, Irena Sherameti<sup>1</sup>, Ajit Varma<sup>3</sup>, Kai-Wun Yeh<sup>4</sup>, Ian Baldwin<sup>2</sup>, Atul Kumar Johri<sup>5</sup>, and Ralf Oelmüller<sup>1\*</sup>**

**Additional file\_2**

**Table S2.** Genes which were regulated more than 2-fold ( $\log_2$  - value  $\geq 1$ ) in response to Pi limitation, *P. indica* and mutation of *WRKY6*.

| Mapman BinCode | Gene ID   | Gene Description                                                        | Pi limitation | <i>P. indica</i> | <i>wrky6</i> |
|----------------|-----------|-------------------------------------------------------------------------|---------------|------------------|--------------|
| 20.2.3         | At1g26850 | dehydration-responsive family protein                                   | 6.0           | 7.1              | 6.9          |
| 35.1.26        | At4g11540 | DC1 domain-containing protein, intracellular signaling                  | 5.9           | 7.0              | 6.9          |
| 35.2           | At4g08593 | unknown protein                                                         | 6.4           | 6.3              | 6.9          |
| 27.3.72        | At5g67480 | BT4 (BTB AND TAZ DOMAIN PROTEIN 4); transcription regulator             | 5.8           | 6.9              | 6.8          |
| 35.2           | At3g09975 | unknown protein                                                         | 6.6           | 6.7              | 5.9          |
| 35.2           | At5g46220 | unknown protein                                                         | 5.9           | 5.8              | 5.6          |
| 27.3.71        | At4g29160 | SNF7.1                                                                  | 5.6           | 5.9              | 5.8          |
| 26.21          | At4g33355 | lipid binding protein                                                   | 5.7           | 5.1              | 5.8          |
| 21.4           | At4g08550 | electron carrier/ protein disulfide oxidoreductase                      | 5.5           | 5.4              | 5.1          |
| 35.2           | At3g45880 | 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein | 5.8           | 5.8              | 4.2          |
| 30.3           | At1g32250 | calmodulin, putative                                                    | 5.4           | 5.3              | 5.1          |
| 29.5           | At5g09640 | SCPL19; serine-type carboxypeptidase / sinapoyltransferase              | 4.8           | 5.6              | 4.8          |
| 35.1           | At2g01790 | meprin and TRAF homology domain-containing protein                      | 5.1           | 5.1              | 5.0          |
| 27.3.41        | At3g46770 | transcriptional factor B3 family protein                                | 2.2           | 6.4              | 6.4          |
| 27.3.11        | At1g51220 | zinc finger (C2H2 type) protein (WIP5)                                  | 4.8           | 5.3              | 4.7          |
| 35.2           | At2g18200 | unknown protein                                                         | 5.1           | 4.9              | 4.8          |
| 27.3.24        | At1g65360 | AGL23 (AGAMOUS-LIKE 23); transcription factor                           | 4.9           | 5.1              | 4.5          |
| 29.5.11.4.3.2  | At5g44980 | F-box family protein                                                    | 6.6           | 3.5              | 4.4          |
| 27.3.67        | At5g27140 | SAR DNA-binding protein, putative                                       | 3.0           | 5.9              | 5.4          |
| 27.2           | At1g30455 | transcription factor                                                    | 4.6           | 5.1              | 4.5          |
| 33.99          | At5g62850 | AtVEX1 (VEGETATIVE CELL EXPRESSED1), SWEET5                             | 4.7           | 4.7              | 4.7          |
| 35.2           | At4g27930 | unknown protein                                                         | 4.5           | 4.7              | 4.7          |
| 17.2.3         | At4g34780 | auxin-responsive family protein                                         | 4.8           | 4.0              | 4.9          |
| 27.4           | At5g53720 | RNA recognition motif (RRM)-containing protein                          | 4.4           | 4.5              | 4.5          |
| 29.4           | At1g43895 | pseudogene, protein kinase -related protein                             | 4.2           | 4.5              | 4.5          |
| 27.3.99        | At2g26135 | zinc finger (C3HC4-type RING finger) family protein                     | 4.6           | 4.0              | 4.6          |
| 10.8.1         | At1g69940 | PPME1; pectinesterase                                                   | 4.3           | 4.1              | 4.5          |
| 26.8           | At1g01980 | SEC1A                                                                   | 4.2           | 4.3              | 4.3          |
| 35.2           | At4g25990 | CIL, chloroplast import apparatus CIA2-like protein                     | 4.4           | 4.4              | 3.8          |

|               |           |                                                                            |     |     |     |
|---------------|-----------|----------------------------------------------------------------------------|-----|-----|-----|
| 35.1.12       | At5g56510 | APUM12 (ARABIDOPSIS PUMILIO 12); RNA binding protein                       | 3.0 | 5.0 | 4.6 |
| 35.2          | At3g43572 | unknown protein                                                            | 5.9 | 2.4 | 4.1 |
| 35.2          | At3g59620 | unknown protein                                                            | 3.6 | 4.3 | 4.6 |
| 21.1          | At2g33270 | ACHT3 (ATYPICAL CYS HIS RICH THIOREDOXIN 3)                                | 4.7 | 3.6 | 4.0 |
| 20.1.7        | At3g48231 | LCR48 (Low-molecular-weight cysteine-rich 48)                              | 3.9 | 4.1 | 4.2 |
| 35.2          | At3g50376 | pseudogene of NLI interacting factor (NIF) family protein                  | 4.1 | 4.2 | 3.9 |
| 35.2          | At1g55221 | pseudogene                                                                 | 4.6 | 3.6 | 3.3 |
| 31.4          | At1g07725 | ATEXO70H6 (exocyst subunit EXO70 family protein H6)                        | 3.7 | 3.9 | 3.5 |
| 35.2          | At2g17305 | unknown protein                                                            | 3.8 | 3.9 | 3.4 |
| 35.2          | At4g29200 | beta-galactosidase                                                         | 3.5 | 3.8 | 3.9 |
| 33.99         | At5g07930 | MCT2 (mei2 C-Terminal RRM only like 2); nucleic acid binding protein       | 4.2 | 2.8 | 4.2 |
| 35.2          | At5g45690 | unknown protein                                                            | 4.0 | 4.2 | 2.9 |
| 35.1          | At4g33820 | glycosyl hydrolase family 10 protein                                       | 4.2 | 4.4 | 2.5 |
| 27.3.24       | At5g51860 | MADS-box protein (AGL72)                                                   | 3.9 | 3.9 | 3.2 |
| 27.3.7        | At3g21880 | zinc finger (B-box type) family protein                                    | 3.5 | 3.7 | 3.8 |
| 35.2          | At1g24256 | unknown protein                                                            | 2.4 | 3.9 | 4.6 |
| 30.2.17       | At4g11890 | protein kinase family protein                                              | 1.7 | 4.5 | 4.5 |
| 35.2          | At5g28295 | unknown protein                                                            | 3.6 | 3.4 | 3.5 |
| 35.1          | At3g57840 | self-incompatibility protein-related                                       | 3.1 | 3.7 | 3.6 |
| 20.1          | At2g15040 | ATRLP18, RECEPTOR LIKE PROTEIN 18, RLP18                                   | 4.4 | 2.2 | 3.7 |
| 29.5.11.4.3.2 | At5g53840 | F-box family protein (FBL13)                                               | 3.4 | 3.4 | 3.4 |
| 35.2          | At2g11440 | pseudogene                                                                 | 3.6 | 3.6 | 3.0 |
| 35.1          | At3g48620 | unknown protein; located in outer membrane                                 | 3.7 | 2.7 | 3.7 |
| 29.3.4.1      | At2g38960 | AERO2 (Arabidopsis endoplasmic reticulum oxidoreductins 2)                 | 4.0 | 2.3 | 3.4 |
| 35.1          | At4g26860 | pyridoxal phosphate binding                                                | 3.7 | 2.9 | 3.1 |
| 29.5.11.4.3.2 | At5g44220 | F-box family protein                                                       | 3.7 | 2.3 | 3.7 |
| 20.1.7        | At4g09984 | LCR34 (Low-molecular-weight cysteine-rich 34)                              | 3.2 | 3.3 | 3.2 |
| 27.1          | At5g03580 | polyadenylate-binding protein, putative                                    | 3.4 | 3.4 | 2.9 |
| 35.2          | At4g08022 | pseudogene, hypothetical protein                                           | 3.4 | 3.4 | 2.8 |
| 35.2          | At4g05018 | unknown protein                                                            | 3.7 | 3.1 | 2.7 |
| 33.99         | At1g21890 | nodulin MtN21 family protein                                               | 2.9 | 3.0 | 3.5 |
| 35.2          | At1g23910 | unknown protein; involved in response to biotic stimulus, defense response | 3.0 | 3.6 | 2.9 |
| 24            | At5g16080 | AtCXE17 (Arabidopsis thaliana carboxyesterase 17)                          | 3.5 | 2.9 | 3.0 |

|           |           |                                                             |     |     |     |
|-----------|-----------|-------------------------------------------------------------|-----|-----|-----|
| 35.2      | At5g51090 | unknown protein                                             | 3.3 | 2.9 | 3.2 |
| 33.99     | At2g30300 | nodulin-related protein                                     | 3.2 | 3.0 | 3.0 |
| 33.99     | At2g37860 | LCD1 (LOWER CELL DENSITY 1)                                 | 3.0 | 3.3 | 2.9 |
| 26.4.1    | At3g24330 | glycosyl hydrolase family 17 protein                        | 2.9 | 3.0 | 3.1 |
| 35.1      | At3g48209 | thionin family protein                                      | 3.0 | 3.0 | 2.8 |
| 20.1.7.12 | At4g14272 | defensin-like (DEFL) family protein                         | 3.1 | 2.9 | 2.7 |
| 35.1.19   | At1g48590 | C2 domain-containing protein                                | 3.8 | 3.5 | 1.5 |
| 10.8.1    | At1g11590 | pectin methylesterase, putative                             | 2.9 | 2.9 | 2.8 |
| 29.5.11.1 | At5g48700 | ubiquitin-related                                           | 2.5 | 3.4 | 2.6 |
| 35.2      | At3g30520 | unknown protein                                             | 2.8 | 2.8 | 2.8 |
| 11.1.8    | At1g21540 | AMP-dependent synthetase and ligase family protein          | 3.0 | 2.7 | 2.4 |
| 35.2      | At3g43829 | unknown protein                                             | 4.0 | 2.1 | 2.1 |
| 35.2      | At5g29044 | unknown protein                                             | 3.8 | 2.2 | 2.1 |
| 35.1      | At3g58290 | meprin and TRAF homology domain-containing protein          | 2.7 | 3.0 | 2.4 |
| 35.2      | At5g35890 | beta-galactosidase                                          | 3.8 | 1.5 | 2.5 |
| 35.2      | At1g57906 | unknown protein                                             | 2.7 | 2.4 | 2.8 |
| 26.3.2    | At4g38590 | glycosyl hydrolase family 35 protein                        | 2.9 | 2.4 | 2.5 |
| 30.2.9    | At1g24650 | leucine-rich repeat family protein                          | 2.3 | 2.6 | 2.9 |
| 27.3.24   | At2g24840 | AGL61 (AGAMOUS-LIKE 61); transcription factor               | 2.6 | 2.8 | 2.3 |
| 35.2      | At3g42140 | nucleic acid binding / zinc ion binding                     | 2.4 | 1.8 | 3.5 |
| 35.1.41   | At1g30795 | hydroxyproline-rich glycoprotein family protein             | 2.9 | 2.4 | 2.3 |
| 35.2      | At1g26350 | unknown protein                                             | 3.4 | 1.2 | 3.0 |
| 29.5.7    | At3g59990 | MAP2B (METHIONINE AMINOPEPTIDASE 2B)                        | 2.6 | 2.4 | 2.7 |
| 27.3.37   | At1g67100 | LBD40 (LOB DOMAIN-CONTAINING PROTEIN 40)                    | 1.7 | 4.4 | 1.4 |
| 16.2      | At1g32910 | transferase family protein                                  | 2.8 | 2.0 | 2.6 |
| 26.10     | At4g15310 | CYP702A3; monooxygenase                                     | 1.4 | 3.5 | 2.6 |
| 27.3.67   | At1g61320 | unknown protein                                             | 2.4 | 2.2 | 2.8 |
| 35.2      | At5g50360 | unknown protein                                             | 2.1 | 2.5 | 2.8 |
| 35.2      | At1g03240 | unknown protein                                             | 2.5 | 2.5 | 2.3 |
| 35.1      | At4g19910 | Toll-Interleukin-Resistance (TIR) domain-containing protein | 2.8 | 2.3 | 2.2 |
| 35.1      | At3g06880 | nucleotide binding protein                                  | 3.0 | 2.1 | 2.2 |
| 20.1.7    | At5g42797 | LCR28 (Low-molecular-weight cysteine-rich 28)               | 3.8 | 2.0 | 1.4 |
| 29.5.5    | At3g52000 | scpl36 (serine carboxypeptidase-like 36)                    | 2.5 | 2.6 | 2.0 |
| 35.1      | At5g52690 | heavy-metal-associated domain-containing protein            | 2.4 | 2.4 | 2.2 |
| 26.10     | At1g19630 | CYP722A1; monooxygenase                                     | 2.5 | 2.5 | 1.9 |

|               |           |                                                           |     |     |     |
|---------------|-----------|-----------------------------------------------------------|-----|-----|-----|
| 35.2          | At1g77655 | unknown protein                                           | 3.0 | 1.9 | 2.1 |
| 33.99         | At1g23240 | caleosin-related family protein                           | 1.1 | 2.9 | 2.9 |
| 35.2          | At3g58300 | unknown protein                                           | 2.3 | 2.3 | 2.3 |
| 28.1          | At2g02650 | reverse transcriptase-related protein                     | 4.0 | 1.1 | 1.6 |
| 35.1          | At1g68630 | unknown protein                                           | 2.7 | 2.1 | 1.9 |
| 35.2          | At3g43950 | phosphotransferase, alcohol group as acceptor             | 2.2 | 2.3 | 2.1 |
| 29.2.1.2.2.30 | At1g22110 | structural constituent of ribosome                        | 3.5 | 1.6 | 1.4 |
| 35.2          | At5g05113 | unknown protein                                           | 3.7 | 1.3 | 1.5 |
| 33.1          | At1g03890 | cupin family protein                                      | 2.1 | 2.5 | 1.8 |
| 27.3.6        | At1g06170 | basic helix-loop-helix (bHLH) family protein              | 1.8 | 2.3 | 2.3 |
| 35.2          | At1g68600 | unknown protein                                           | 2.3 | 1.9 | 2.1 |
| 20.2.3        | At3g06760 | response to water deprivation                             | 2.2 | 1.8 | 2.4 |
| 34.2          | At1g34580 | carbohydrate transmembrane transporter                    | 2.5 | 1.8 | 2.0 |
| 26.4.1        | At3g57260 | BGL2 (BETA-1,3-GLUCANASE 2); cellulase                    | 1.4 | 3.3 | 1.6 |
| 35.2          | At1g53285 | unknown protein                                           | 2.3 | 2.3 | 1.8 |
| 35.1          | At1g21928 | thionin family protein                                    | 2.2 | 2.2 | 1.8 |
| 35.2          | At3g27025 | unknown protein                                           | 3.2 | 1.5 | 1.5 |
| 27.4          | At1g67950 | RNA recognition motif (RRM)-containing protein            | 2.4 | 2.3 | 1.5 |
| 35.1          | At5g14980 | esterase/lipase/thioesterase family protein               | 2.7 | 2.0 | 1.4 |
| 35.1          | At1g31390 | meprin and TRAF homology domain-containing protein        | 2.4 | 1.4 | 2.4 |
| 35.2          | At4g10860 | unknown protein                                           | 1.8 | 3.0 | 1.3 |
| 29.3.4.3      | At3g13205 | pseudogene of vacuolar protein sorting-associated protein | 1.9 | 2.1 | 2.1 |
| 20.1.7.12     | At1g33607 | defensin-like (DEFL) family protein                       | 1.5 | 2.2 | 2.5 |
| 35.2          | At2g20625 | unknown protein                                           | 2.5 | 2.2 | 1.4 |
| 29.3.4.99     | At5g27220 | protein transport protein-related                         | 2.1 | 2.1 | 1.9 |
| 35.2          | At1g04501 | unknown protein                                           | 2.0 | 2.0 | 2.0 |
| 27.1          | At1g61275 | U12; snRNA                                                | 1.5 | 2.2 | 2.3 |
| 27.3.3        | At5g25390 | SHN2 (shine2); transcription factor                       | 2.1 | 2.0 | 1.9 |
| 10.2.1        | At4g23990 | ATCSLG3; cellulose synthase                               | 1.6 | 2.5 | 1.8 |
| 10.7          | At5g39280 | ATEXPA23 (EXPANSIN A23)                                   | 2.2 | 1.6 | 2.2 |
| 32            | At2g19425 | MIR156G; miRNA                                            | 2.4 | 1.9 | 1.6 |
| 26.3.4        | At4g39000 | AtGH9B17 (Arabidopsis thaliana glycosyl hydrolase 9B17)   | 2.3 | 1.5 | 2.1 |
| 30.3          | At2g41860 | CPK14; calmodulin-dependent protein kinase                | 2.0 | 2.0 | 2.0 |
| 35.2          | At1g42710 | unknown protein                                           | 1.1 | 2.5 | 2.3 |
| 34.7          | At4g08878 | inorganic phosphate transporter                           | 1.9 | 2.0 | 1.9 |

|               |           |                                                                                                   |     |     |     |
|---------------|-----------|---------------------------------------------------------------------------------------------------|-----|-----|-----|
| 27.3.24       | At5g39810 | AGL98 (AGAMOUS-LIKE 98); transcription factor                                                     | 2.5 | 1.3 | 2.0 |
| 29.5.11.4.3.2 | At3g22650 | CEG (CEGENDUO)                                                                                    | 1.1 | 2.3 | 2.4 |
| 35.1          | At3g46190 | meprin and TRAF homology domain-containing protein                                                | 1.3 | 3.1 | 1.4 |
| 35.2          | At1g28375 | unknown protein                                                                                   | 1.9 | 1.9 | 1.9 |
| 26.2          | At3g02100 | UDP-glucuronosyl/UDP-glucosyl transferase family protein                                          | 2.3 | 2.2 | 1.1 |
| 31.1          | At4g27360 | dynein light chain, putative                                                                      | 2.3 | 1.3 | 2.0 |
| 35.2          | At3g24640 | lyase                                                                                             | 3.1 | 1.2 | 1.2 |
| 35.2          | At5g65166 | unknown protein                                                                                   | 2.8 | 1.4 | 1.2 |
| 35.2          | At1g79770 | unknown protein                                                                                   | 1.8 | 1.9 | 1.7 |
| 35.2          | At4g14260 | unknown protein                                                                                   | 2.1 | 1.6 | 1.8 |
| 31.2          | At2g36250 | FTSZ2-1; protein binding protein; structural molecule                                             | 3.0 | 1.0 | 1.4 |
| 27.1          | At2g43810 | small nuclear ribonucleoprotein F, putative / U6 snRNA-associated Sm-like protein, putative       | 1.9 | 2.1 | 1.3 |
| 27.3.55       | At5g61070 | HDA18; H3/H4 histone acetyltransferase/ histone deacetylase                                       | 1.9 | 1.7 | 1.8 |
| 29.2.7.1.2    | At4g31075 | pre-tRNA                                                                                          | 1.2 | 2.1 | 2.1 |
| 35.1.5        | At4g01400 | unknown protein                                                                                   | 1.7 | 1.9 | 1.6 |
| 17.8.1        | At4g26420 | GAMT1; S-adenosylmethionine-dependent methyltransferase/ gibberellin carboxyl-O-methyltransferase | 2.0 | 1.4 | 1.9 |
| 26.18         | At1g54980 | invertase/pectin methylesterase inhibitor family protein                                          | 2.0 | 1.6 | 1.6 |
| 35.2          | At1g32670 | unknown protein                                                                                   | 2.0 | 2.0 | 1.2 |
| 35.2          | At1g54880 | unknown protein                                                                                   | 1.7 | 1.7 | 1.7 |
| 30.5          | At5g54840 | SGP1; GTP binding protein                                                                         | 1.7 | 1.8 | 1.7 |
| 35.1          | At4g14730 | LIFEGUARD 1, Bax inhibitor-1 family protein                                                       | 2.4 | 1.0 | 1.7 |
| 32            | At3g55734 | MIR393B; miRNA                                                                                    | 1.8 | 2.0 | 1.4 |
| 4.3.8         | At3g43290 | unknown protein                                                                                   | 1.7 | 1.7 | 1.7 |
| 35.2          | At4g06490 | unknown protein                                                                                   | 2.1 | 1.2 | 1.7 |
| 26.28         | At5g15720 | GLIP7; carboxylesterase/ lipase                                                                   | 2.3 | 1.4 | 1.4 |
| 26.21         | At1g64235 | protease inhibitor/seed storage/lipid transfer protein (LTP) family protein                       | 2.2 | 1.3 | 1.6 |
| 26.10         | At4g15440 | HPL1 (HYDROPEROXIDE LYASE 1)                                                                      | 2.1 | 1.5 | 1.4 |
| 34.16         | At2g29940 | PDR3 (PLEIOTROPIC DRUG RESISTANCE 3); ATPase, coupled to transmembrane movement of substances     | 2.2 | 1.0 | 1.7 |
| 35.2          | At2g14405 | pseudogene                                                                                        | 1.8 | 1.6 | 1.6 |
| 34.99         | At3g03620 | MATE efflux family protein                                                                        | 2.1 | 1.5 | 1.4 |
| 35.1.25       | At1g24220 | paired amphipathic helix repeat-containing protein                                                | 1.9 | 1.1 | 2.0 |

|               |           |                                                                                  |     |     |     |
|---------------|-----------|----------------------------------------------------------------------------------|-----|-----|-----|
| 29.4          | At1g01450 | protein kinase-related                                                           | 1.6 | 1.2 | 2.1 |
| 16.2          | At2g19070 | SHT (SPERMIDINE HYDROXYCINNAMOYL TRANSFERASE)                                    | 1.9 | 1.1 | 1.9 |
| 29.5.11.4.3.2 | At3g46050 | kelch repeat-containing F-box family protein                                     | 1.8 | 1.6 | 1.4 |
| 35.2          | At3g26235 | unknown protein                                                                  | 2.0 | 1.3 | 1.5 |
| 26.3          | At2g04060 | beta-galactosidase, putative                                                     | 1.8 | 1.2 | 1.8 |
| 35.2          | At5g24060 | unknown protein                                                                  | 1.2 | 1.8 | 1.8 |
| 30.2.17       | At4g28670 | protein kinase family protein                                                    | 1.7 | 1.5 | 1.6 |
| 10.8.1        | At3g27980 | pectinesterase family protein                                                    | 1.8 | 1.8 | 1.2 |
| 29.5.11.4.3.2 | At4g11770 | kelch repeat-containing F-box family protein                                     | 1.9 | 1.7 | 1.2 |
| 10.2.1        | At2g25540 | CESA10; cellulose synthase 10                                                    | 1.8 | 1.4 | 1.5 |
| 29.2.7.1.2    | At4g34035 | pre-tRNA                                                                         | 2.1 | 1.1 | 1.5 |
| 26.10         | At3g26270 | CYP71B25; monooxygenase                                                          | 1.8 | 1.3 | 1.6 |
| 35.1          | At1g47880 | pseudogene, similar to NL0E, similar to disease resistance protein               | 1.6 | 1.6 | 1.5 |
| 35.2          | At1g68380 | unknown protein                                                                  | 1.9 | 1.5 | 1.3 |
| 35.2          | At2g10920 | unknown protein                                                                  | 1.5 | 1.5 | 1.6 |
| 31.1          | At4g03450 | ankyrin repeat family protein                                                    | 1.7 | 1.9 | 1.0 |
| 17.6.1.11     | At5g07200 | YAP169; gibberellin 20-oxidase                                                   | 2.3 | 1.2 | 1.1 |
| 16.5.1.3.2.1  | At1g54040 | ESP (EPITHIOSPECIFIER PROTEIN); enzyme regulator                                 | 1.6 | 1.3 | 1.7 |
| 27.3.41       | At4g31610 | REM1 (REPRODUCTIVE MERISTEM 1); transcription factor                             | 1.8 | 1.2 | 1.5 |
| 27.3.37       | At1g65620 | AS2 (ASYMMETRIC LEAVES 2)                                                        | 1.5 | 2.0 | 1.0 |
| 20.1.7.12     | At2g42885 | defensin-like (DEFL) family protein                                              | 1.6 | 1.3 | 1.6 |
| 29.5.11.4.3.2 | At3g25460 | F-box family protein                                                             | 1.6 | 1.1 | 1.8 |
| 28.1          | At2g42320 | nucleolar protein gar2-related protein                                           | 2.2 | 1.1 | 1.2 |
| 20.1.7.12     | At5g44430 | PDF1.2c (plant defensin 1.2c)                                                    | 1.7 | 1.7 | 1.1 |
| 17.7.1.10     | At1g19640 | JMT (JASMONIC ACID CARBOXYL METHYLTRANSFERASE);<br>jasmonate O-methyltransferase | 1.9 | 1.1 | 1.4 |
| 29.5.3        | At5g28235 | Ulp1 protease family protein                                                     | 1.6 | 1.2 | 1.6 |
| 29.2.2.50     | At2g06822 | unknown protein                                                                  | 1.9 | 1.4 | 1.1 |
| 27.3.3        | At1g12890 | AP2 domain-containing transcription factor, putative                             | 1.5 | 1.6 | 1.4 |
| 27.3.30       | At1g11850 | unknown protein                                                                  | 1.4 | 1.5 | 1.5 |
| 35.1          | At3g52620 | unknown protein                                                                  | 1.4 | 1.5 | 1.5 |
| 27.3.25       | At2g32460 | MYB101                                                                           | 1.4 | 2.0 | 1.1 |
| 35.2          | At5g54067 | unknown protein                                                                  | 1.4 | 1.5 | 1.4 |
| 27.3.24       | At3g61120 | AGL13 (AGAMOUS-LIKE 13); transcription factor                                    | 1.8 | 1.2 | 1.3 |
| 29.5.11.4.3.2 | At3g17560 | F-box family protein                                                             | 1.3 | 1.3 | 1.7 |

|               |           |                                                                                                                      |     |     |     |
|---------------|-----------|----------------------------------------------------------------------------------------------------------------------|-----|-----|-----|
| 35.2          | At1g34392 | unknown protein                                                                                                      | 1.4 | 1.5 | 1.3 |
| 27.3.32       | At1g55600 | WRKY10                                                                                                               | 1.3 | 1.5 | 1.4 |
| 35.1          | At2g31005 | cysteine-rich peptide family protein                                                                                 | 1.5 | 1.6 | 1.2 |
| 29.5.11.4.3.2 | At1g55070 | F-box family protein                                                                                                 | 1.7 | 1.2 | 1.3 |
| 35.2          | At3g45460 | zinc ion binding protein                                                                                             | 1.7 | 1.3 | 1.3 |
| 35.2          | At1g23074 | unknown protein                                                                                                      | 1.7 | 1.2 | 1.3 |
| 26.13         | At1g56360 | PAP6 (PURPLE ACID PHOSPHATASE 6)                                                                                     | 1.9 | 1.1 | 1.3 |
| 29.5.11.4.3.2 | At1g16940 | F-box family protein                                                                                                 | 1.4 | 1.7 | 1.1 |
| 35.1.19       | At1g20080 | SYNAPTOTAGMIN 2                                                                                                      | 2.0 | 1.0 | 1.1 |
| 35.1.42       | At3g51290 | proline-rich family protein                                                                                          | 1.7 | 1.0 | 1.4 |
| 31.3          | At4g30820 | cyclin-dependent kinase-activating kinase assembly factor-related /<br>CDK-activating kinase assembly factor-related | 1.5 | 1.5 | 1.1 |
| 31.2          | At1g19810 | putative cell division control protein                                                                               | 1.6 | 1.0 | 1.4 |
| 27.3.99       | At5g45113 | mitochondrial transcription termination factor-related protein                                                       | 1.4 | 1.4 | 1.2 |
| 20.2          | At2g45130 | SPX3 (SPX DOMAIN GENE 3)                                                                                             | 1.8 | 1.0 | 1.1 |
| 27.3.67       | At1g75560 | zinc knuckle (CCHC-type) family protein                                                                              | 1.0 | 1.7 | 1.2 |
| 27.3.83       | At3g52910 | AtGRF4 (GROWTH-REGULATING FACTOR 4)                                                                                  | 1.3 | 1.4 | 1.2 |
| 8.1.7         | At5g09600 | SDH3-1; succinate dehydrogenase                                                                                      | 1.2 | 1.3 | 1.3 |
| 35.2          | At5g64541 | unknown protein                                                                                                      | 1.4 | 1.3 | 1.1 |
| 35.1          | At5g63225 | glycosyl hydrolase family protein 17                                                                                 | 1.3 | 1.1 | 1.3 |
| 35.1          | At1g24147 | unknown protein                                                                                                      | 1.3 | 1.1 | 1.4 |
| 26.11.1       | At1g09510 | cinnamyl-alcohol dehydrogenase family / CAD family                                                                   | 1.3 | 1.3 | 1.0 |
| 26.28         | At2g04570 | GDSL-motif lipase/hydrolase family protein                                                                           | 1.3 | 1.4 | 1.1 |
| 29.5.11.4.2   | At1g68940 | armadillo/beta-catenin repeat protein / U-box domain-containing<br>protein                                           | 1.2 | 1.2 | 1.2 |
| 35.2          | At2g19000 | unknown protein; located in endomembrane system                                                                      | 1.1 | 1.1 | 1.5 |
| 35.2          | At2g16668 | unknown protein                                                                                                      | 1.4 | 1.2 | 1.0 |
| 29.2.3        | At5g01940 | eukaryotic translation initiation factor 2B family protein                                                           | 1.5 | 1.0 | 1.1 |
| 35.2          | At3g20720 | unknown protein                                                                                                      | 1.4 | 1.1 | 1.1 |
| 35.1          | At4g12890 | gamma interferon responsive lysosomal thiol reductase family protein                                                 | 1.3 | 1.2 | 1.0 |
| 35.2          | At4g33380 | unknown protein                                                                                                      | 1.1 | 1.2 | 1.1 |
| 35.2          | At5g26730 | unknown protein, located in mitochondrion                                                                            | 1.2 | 1.0 | 1.2 |
| 29.5.11.4.3.2 | At5g40680 | kelch repeat-containing F-box family protein                                                                         | 1.1 | 1.1 | 1.2 |
| 35.2          | At2g41600 | unknown protein; located in mitochondrial matrix                                                                     | 1.2 | 1.1 | 1.0 |
| 27.4          | At5g24440 | CID13 (CTC-Interacting Domain 13)                                                                                    | 1.0 | 1.1 | 1.1 |

|           |           |                                                          |      |      |      |
|-----------|-----------|----------------------------------------------------------|------|------|------|
| 35.2      | At1g22651 | unknown protein                                          | 1.0  | 1.0  | 1.1  |
| 35.1.12   | At5g09610 | APUM21 (Arabidopsis Pumilio 21); RNA binding protein     | 1.0  | 1.0  | 1.0  |
| 32        | At1g26975 | MIR395B; miRNA                                           | 1.0  | 1.0  | 1.0  |
| 20.1      | At1g31580 | ECS1, CXC750                                             | -1.1 | -1.0 | -1.3 |
| 29.3.4.3  | At4g06498 | pseudogene, vacuolar sorting receptor -related           | -1.1 | -1.2 | -1.1 |
| 30.4      | At3g59770 | SAC9; inositol or phosphatidylinositol phosphatase       | -1.2 | -1.1 | -1.1 |
| 31.1      | At4g25590 | ADF7 (actin depolymerizing factor 7)                     | -1.3 | -1.2 | -1.1 |
| 35.2      | At1g26720 | unknown protein                                          | -1.3 | -1.2 | -1.2 |
| 35.2      | At2g15327 | unknown protein                                          | -1.2 | -1.4 | -1.0 |
| 35.2      | At2g13550 | unknown protein                                          | -1.7 | -1.1 | -1.0 |
| 1.1.1.1   | At2g40100 | LHCB4.3 (light harvesting complex of photosystem II)     | -1.2 | -1.1 | -1.5 |
| 27.3.16   | At5g50490 | NF-YC5 (NUCLEAR FACTOR Y, SUBUNIT C5)                    | -1.2 | -1.3 | -1.4 |
| 35.2      | At4g11930 | unknown protein                                          | -1.6 | -1.2 | -1.3 |
| 35.2      | At1g47980 | unknown protein                                          | -1.2 | -1.5 | -1.5 |
| 27.3.57   | At1g30810 | transcription factor                                     | -1.7 | -1.2 | -1.5 |
| 35.2      | At1g54600 | pseudogene, hypothetical protein                         | -1.0 | -2.3 | -1.1 |
| 33.99     | At1g24520 | BCP1   BCP1                                              | -1.8 | -1.8 | -1.1 |
| 10.8.1    | At2g47040 | VGD1 (VANGUARD1)                                         | -1.3 | -2.4 | -1.0 |
| 35.1      | At5g08000 | E13L3, PDCB2                                             | -1.5 | -2.2 | -1.1 |
| 27.1      | At3g14735 | U6-1; snRNA                                              | -1.8 | -1.7 | -1.3 |
| 27.3.24   | At1g28460 | Symbols: AGL59   AGL59 (AGAMOUS-LIKE 59)                 | -1.1 | -1.7 | -2.0 |
| 35.2      | At1g35614 | unknown protein                                          | -1.8 | -1.3 | -1.7 |
| 30.5      | At3g16130 | ROPGEF13; Rho guanyl-nucleotide exchange factor          | -1.5 | -1.9 | -1.5 |
| 4.1.6     | At5g28917 | pseudogene                                               | -1.3 | -2.3 | -1.5 |
| 26.6      | At3g53140 | O-diphenol-O-methyl transferase, putative                | -1.0 | -2.8 | -1.3 |
| 26.18     | At5g50040 | invertase/pectin methylesterase inhibitor family protein | -1.3 | -2.8 | -1.0 |
| 35.1      | At2g32870 | meprin and TRAF homology domain-containing protein       | -2.2 | -2.0 | -1.1 |
| 35.2      | At2g15840 | pseudogene, hypothetical protein                         | -1.4 | -1.8 | -2.1 |
| 35.2      | At1g43415 | unknown protein                                          | -1.5 | -2.8 | -1.1 |
| 35.2      | At1g55370 | NDF5   carbohydrate binding / catalytic                  | -1.2 | -2.8 | -1.5 |
| 9.1.1     | At5g44140 | ATPHB7 (PROHIBITIN 7)                                    | -1.0 | -3.1 | -1.4 |
| 20.1.7.12 | At3g05730 | defensin-like (DEFL) family protein                      | -1.1 | -3.8 | -1.0 |
| 26.10     | At5g35715 | CYP71B8   CYP71B8                                        | -1.7 | -3.8 | -1.3 |
| 35.1      | At2g03972 | pseudogene of heat shock protein                         | -3.4 | -2.0 | -1.5 |
| 35.2      | At3g10116 | unknown protein                                          | -1.6 | -2.1 | -3.3 |

|             |           |                                                         |      |      |      |
|-------------|-----------|---------------------------------------------------------|------|------|------|
| 20.1.7      | At5g43740 | disease resistance protein (CC-NBS-LRR class), putative | -3.7 | -1.3 | -2.0 |
| 17.6.3      | At1g22690 | gibberellin-responsive protein, putative                | -4.1 | -1.8 | -1.1 |
| 35.2        | At4g20520 | RNA binding / RNA-directed DNA polymerase               | -2.5 | -2.3 | -2.5 |
| 30.2.99     | At4g20650 | molecular_function unknown                              | -2.5 | -1.6 | -3.3 |
| 35.2        | At3g61826 | unknown protein                                         | -1.4 | -4.1 | -2.1 |
| 27.3.6      | At2g34820 | basic helix-loop-helix (bHLH) family protein            | -2.9 | -3.6 | -1.2 |
| 35.2        | At5g36770 | unknown protein                                         | -1.4 | -4.5 | -2.1 |
| 29.5.11.4.2 | At5g41450 | zinc finger (C3HC4-type RING finger) family protein     | -4.8 | -2.2 | -1.6 |
| 35.2        | At5g06755 | unknown protein                                         | -3.5 | -3.4 | -1.7 |
| 20.1        | At4g09940 | avirulence-responsive family protein                    | -3.2 | -4.2 | -1.2 |
| 35.1        | At1g10717 | Maternally expressed gene (MEG) family protein          | -3.9 | -3.8 | -1.1 |
| 35.2        | At4g08874 | unknown protein                                         | -6.0 | -2.9 | -1.9 |
| 35.2        | At1g53480 | Symbols: ATMRD1, MRD1                                   | -1.9 | -3.2 | -6.1 |
| 17.1.1      | At2g36020 | HVA22J (HVA22-LIKE PROTEIN J)                           | -4.2 | -7.1 | -2.2 |

**Table S3.** Primers used in this study

***GAPDH:***

LP: GAGCTGACTACGTTGTTGAG  
RP: GGAGACAATGTCAAGGTCGG

***WRKY6 (Salk line):***

LP: GAACGTATTAGCCAATCACGC  
RP: TGTGGACGTGTCATAATTTGG

***whWRKY6***

LP: GTTGTTTCCTTCGCCGTCGTGG  
RP: ATGGACAGAGGATGGTCTGGTC

***PHO1***

LP: AGACAACCGGGTGTTACTTCTTGG  
RP: GTCCACCATCTCCTTACACATTG

***EF-H***

LP: CGCAGAATACAAGGAGGCC  
RP: CGTATCGTAGCTCGCCTGC

***AT2G32830***

LP: AGCCAAAACGCAGATGTACC  
RP: AAGGCCACACCATTAACAGC

***AT4G08878***

LP: CCGAAAACCGTCATGGTAAC  
RP: TTGCATAGCAAAAACCGATG

***AT1G08090***

LP: GAACTTTGGATCAGGGCTCA  
RP: AAGAACATGCTTCCCCATTG

***AT1G08100***

LP: GACATTGGAAACGCTGGAGT  
RP: CACGAAGCTCATGGAGAACA

***AT5g44430***

LP: CTTGTGTGCTGGGAAGACATA  
RP: AGCACAGAAGTTGTGCGAGAA

***At5g30500***

LP: TCCCTTCGACGTACAACCTC  
RP: TCTCGGTCCATATGCTCCTC

***AT5G62850***

LP: CGACAGTCTCCTCGTCATCA  
RP: CCACCGCCATGAATATTACC

***AT1G01980***

LP: CCAACCCTACGTGCCTACAT  
RP: GCGAGTCTTGAGCTGGAAGT

***AT2G19425***

LP: AACGAAGGCGACAGAAGAGA  
RP: GAGAGCAGGAGACAAGAAGAGAG

***AT5G61070***

LP: GATGGAGAACTGGAGGCAAG  
RP: GCTCCTGCTGCAAACCTCTCT

***AT1G02550***

LP: TCGTCTCAATCCTCCCACTC  
RP: GGCGTTGACTTATCCACGAT

***AT5G52300***

LP: TGCAGAGGAAGGAAAAGGTG  
RP: ATCCGAAAACCCCATAGTCC

**Table S4.** Microarray validation with Real-time PCR

|                  | <b>RT PCR</b> | <b>Microarray</b> |
|------------------|---------------|-------------------|
| <b>At5g62850</b> | 4.3 ± 0.01    | 4.7               |
| <b>At1g01980</b> | 3.6 ± 0.7     | 4.2               |
| <b>At2g19425</b> | 2.2 ± 0.3     | 2.4               |
| <b>At5g61070</b> | 1.8 ± 0.6     | 1.9               |
| <b>At1g08090</b> | 1.4 ± 0.1     | 1.1               |
| <b>At1g08100</b> | 1.5 ± 0.02    | 1.1               |
| <b>At5g30500</b> | 2.5 ± 0.2     | 2.9               |
| <b>At4g08878</b> | 1.8 ± 0.4     | 1.9               |
| <b>At5g44430</b> | 1.2 ± 0.5     | 1.7               |
| <b>At2g32830</b> | 1.4 ± 0.08    | 1.6               |

How the deposited data were processed for this re-analysis (not part of the article)

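Root RNA of WT and *wrky6* seedlings, with and without *P. indica*, grown under LP (0.25 mM phosphate) or NP (2.5 mM phosphate), was measured at 3 dpi on 8 Agilent 1-color arrays, 1 array for each of the 8 conditions. The methods name 3 independent biological experiments whose RNA was labeled in equal amounts, so each array appears to hold a pool, and no condition has a replicate array. All 8 arrays lie on 1 slide, in 2 rows of 4, and were read in 1 scan. Row 1 holds WT + *P. indica* NP, WT + *P. indica* LP, *wrky6* NP and *wrky6* + *P. indica* LP, and row 2 the other 4.

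The authors deposited, for each array, the intensity of every spot as read by Feature Extraction 11.5.1.1. The processed signal intensity had background and spatial trend subtracted within the array and had not been normalized between arrays. The mean, median and SD of the pixel intensity of each spot and the median intensity of its local background were deposited beside it, as read. The authors also deposited a table of normalized intensity for 32072 transcript models, on a linear scale. From its values, this table holds the mean of the spots of each model, brought to one distribution by mean quantiles: the median log2 difference from a recomputation was 0.00129, against 0.0195 with the ranked median quantiles that the methods name. One model is an exception. The values under the name of PHO1 (AT3G23430.1) equal those of AT4G15300.1 in all 8 columns and lie far from the spots of PHO1; the closing section gives the values. Whether this is so in the original deposit or in the copy used here is not known. Results given here come from the spots of the arrays, and the authors' table was used as an alternative and to match the values of the paper's tables.

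From the processed signals, control spots and 191 spots marked as feature outliers on any array were left out. Ranked median quantiles over the 8 arrays, the mean of replicate spots, log2 values and the mean of the probes of a gene followed, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The chip has 59017 probes for 30541 genes, of which 8266 have 1 probe, 17800 have 2 and 4475 have 3 or more; 30531 genes kept a value. Gene symbols come from a table of RefSeq genes (assembly TAIR10.1), which matched 29870 genes, and from the paper. Between 71.0% and 78.1% of spots were well above background by the criterion of Feature Extraction, and no spot was saturated. The number of arrays limits the precision. The technical SD of a log2 ratio covers the spots alone and not the biological spread. It comes from the 193 of 300 probes with 6 spots per array that had no spot marked as a feature outlier, and may be too low.

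Log2 ratios between 2 arrays were given without a test. A gene was counted at a log2 ratio above 1 or below -1. Common genes were those at 2 or more (4-fold) or 1 or more (2-fold) in absolute log2, with the same sign, in *wrky6* + *P. indica* LP against *wrky6* + *P. indica* NP, *wrky6* LP and WT + *P. indica* LP. Genes dim on 1 array of a ratio, and named genes whose mean signal lay under the limit of the dimmer array (a rule added after seeing the data), were given as bounds against the lowest normalized signal well above background on that array. Lists of genes were described by the percentile of their median among 10000 random lists of the same size, matched on mean expression in 20 bins. The lists were Pi starvation (23 genes), the PHT1 and SWEET families, ethylene, photosynthesis, pollen and root hair genes. The factors were tested over all 8 arrays with limma 3.58.1 in R 4.3.3 in an additive model, whose residual spread holds the interactions as well as the error; the 3 pairwise interactions were tested one at a time, each added alone to that model, with 3 residual degrees of freedom. The p-values were adjusted by the Benjamini-Hochberg method at 0.05. Comparisons of WRKY6 between the genotypes used an exact permutation test.

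The model was tested on simulated data with 200 changed genes of 23586 at a log2 change of 1.5: it recovered 89% for Pi, 85% for *P. indica* and 84.5% for the genotype, with 16, 6 and 12 genes called without a change. The rules for genes set apart on an array and for genes raised by LP in one treatment alone were tested on 30531 genes and recovered 99.5% and 100% of 200 changed genes. These values were simulated per gene, with the same small noise at every signal. The test of these rules therefore says nothing of dim signals or of single bright spots.

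The genes named are those the text of the microarray sections names, the top 10 and the lowered genes of Table 1, the genes of Table S4, WRKY6, PHO1, the lists, the 3 largest rises and falls by LP in each treatment among genes well above background on both arrays, and the 3 genes with the smallest adjusted p for each factor. This rule, the lists, the comparisons and most alternatives were set before the data were examined. The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, no background subtraction, the authors' normalized values, the brightest probe of a gene, filters and a floor on dim signals, replicate spots counted singly, other arrays behind the common genes, a stricter threshold, a 2-group fit, and leaving out each array. Added after seeing the data were keeping the feature outliers, requiring every probe of a gene to pass, using only probes well above background, counting transcript models, the row of the slide as a block, 3 comparisons with no shared array at the 2-fold threshold, the lists with dim genes left out, and ratios of named genes over their probes well above background on both arrays. Requiring every probe to pass also left out genes with 1 probe. A block for slide or scan was planned and not run. The mature miRNAs, the qRT-PCR measurements, the list of Müller et al. and the growth experiments were not analysed here.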

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

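The tests of WRKY6 on *wrky6* + *P. indica* NP, of the row of the slide and of RNA of the fungus were chosen only after the results were seen; the splits of the 8 arrays were set before.

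WRKY6 on *wrky6* + *P. indica* NP had a normalized signal of 397, far from 88.2, 91.3 and 115 on the 3 other *wrky6* arrays. The gap to the nearest of them was 0.912 of the range of the 4 arrays on the linear scale, above Dixon's 95% critical value for 4 values; on the log2 scale it was 0.821, not above it. Of 11 groups tested this way, about 1 in 20 would stand out by chance. The signal was 13.2% of the way from the other *wrky6* arrays to the WT level, which argues against a WT sample under a wrong label. A general lift of low signals on that array is argued against by 758 genes of a like signal, whose median log2 shift was -0.0781 (95th percentile 0.74) where WRKY6 shifted by 2.02. WT RNA in the sample could give such a signal and cannot be told apart: 6 other genes that are low on the 3 other *wrky6* arrays were at a median of -3.52% of the way to the WT level, but ranged from -6.46% (QQS) to 35.4% (At3g22142). The signals of 5 of them on that array were 4.53 to 24.1, under its limit of 24.7, and too low to decide. The sixth, MRD1, had a signal of 123, against 30.8 on the other *wrky6* arrays and 545 in WT, which is 18.0% of the way and goes with WT RNA, but it is 1 gene. A response of the remaining WRKY6 transcript to *P. indica* under NP stays open, as untested, with 1 array.

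In limma, *P. indica* changed 1347 genes that are in none of Tables 1, S1 and S2, 695 raised and 652 lowered; 224 of them changed above 2-fold, 180 up and 44 down. The paper reports no list of genes changed by *P. indica* over all treatments. Of the 35 splits of the 8 arrays into 4 and 4, 1 gave as many genes as the 1361 of the real split, which is itself, and the next gave 82. This share is under 0.05, so chance can be excluded at that level for the number as a whole, though in the other splits the difference by *P. indica* adds to the residual spread and lowers their numbers. Leaving out any 1 array lowered it to between 0 (without WT + *P. indica* LP, or without WT + *P. indica* NP) and 835 (without *wrky6* + *P. indica* NP). The row of the slide is partly confounded with *P. indica*: 3 of the 4 arrays with the fungus lie in row 1. With the row in the model, 208 of the 1361 genes passed again in the same direction, which argues against the row as the cause for these. Over all 1361 genes, the effect kept a median of 98.9% of its size with the row in the model, and all kept their direction. Genes with a small residual spread are called most easily, and the row can move their effect little. For the 1153 genes called only without the row, this therefore cannot decide. RNA of the fungus on single probes cannot be told apart for the strongest genes: of 11 other probes of the genes raised 4-fold in all 4 pairs, 6 (54.5%) passed 2-fold, too few to decide. A response of the roots to *P. indica*, the factor of the design, stays open as a hypothesis.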

How the results depend on the processing

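The alternatives with every probe of a gene, with single probes well above background, with transcript models, with feature outliers kept, with the row of the slide and with no shared array at 2-fold were chosen only after the data were seen. Causes were not tested except where stated, and numbers of genes do not say which genes.

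Of 94 ratios of single genes under 3 alternatives each, 282 values in all, 115 moved by less than the technical SD of the spots and 167 moved by more. The sign was kept for 80 of the 94 under 75th percentile scaling, 85 under normexp and 92 with the authors' normalized values; of the ratios past 2-fold for which a ratio or a bound can be given, 0 changed sign. Of 88 percentiles of gene lists, 83 kept their place inside or outside the central range of random lists. No gene count moved by 1.5 times or more with feature outliers kept or with replicate spots counted singly.

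Under 75th percentile scaling the genes regulated by LP numbered 1136 in WT + *P. indica* (440 raised, 696 lowered), 2779 in *wrky6* (2494 raised, 285 lowered) and 5583 in *wrky6* + *P. indica* (504 raised, 5079 lowered), where the main numbers are 739, 1428 and 2317. Genes raised by LP in *wrky6* + *P. indica* alone numbered 341 in place of 833. The common genes past 2-fold were 96 raised and 85 lowered in place of 152 and 21, and the *P. indica* effect in limma 977 raised and 471 lowered in place of 703 and 658. The median log2 ratio of all genes, over 7 ratios, lay between -0.06 and 0.09, where the main setting has -0.01 to 0.02. Past 2-fold were 8 RNA loci, 6 hormone genes and 5 genes of Table S4, with 5 defence genes raised and 114 lowered. Percentiles moved to 97.7 from 88.9 (PHT1, against WT + *P. indica* LP), to 2.24 from 3.62 (photosynthesis, against *wrky6* LP) and to 8.01 from 2.05 (root hair, against WT + *P. indica* LP). The cause was not tested.

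Under normexp background correction, which adds an offset and so pulls ratios of dim signals toward 0, LP regulated 227 (WT), 13 (WT + *P. indica*), 155 (*wrky6*) and 159 (*wrky6* + *P. indica*) genes, 32 in the last alone, and 2 and 15 common genes passed 4-fold and 2-fold. The WRKY6 difference was -3.57 in place of -4.09. Past 2-fold were 0 RNA loci by LP and 0 by *P. indica*, 0 hormone genes and 3 genes of Table S4, with 0 defence genes raised and 0 lowered. The percentile of root hair genes against WT + *P. indica* LP was 4.40. In limma, 4 genes passed for Pi, 2728 for *P. indica* and 804 for the genotype.

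Without background subtraction, LP regulated 449, 33, 233 and 324 genes in WT, WT + *P. indica*, *wrky6* and *wrky6* + *P. indica*, 66 in the last alone, with 5 and 28 common genes; limma gave 2404 for *P. indica* and 645 for the genotype. With low signals raised to the floor, the numbers were 760, 157, 725 and 717, 91 alone, and 7 and 41 common.

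With genes well above background on both arrays, LP regulated 457, 126, 519 and 436 genes, 97 in *wrky6* + *P. indica* alone, with 2 and 19 common genes, and the percentile of root hair genes for LP was 0.695 in place of 4.35. With genes well above background on at least 1 array, LP regulated 464 genes in WT + *P. indica*, and 267 were raised in *wrky6* + *P. indica* alone. These filters leave fewer genes to count. With single probes well above background on both arrays, the numbers were 362, 122, 524 and 399, 50 alone, 0 and 11 common, and the arrays that set apart at least as many genes as *wrky6* + *P. indica* LP were 7 in place of 4, which says nothing, since that array then sets apart 0 genes. With every probe of the gene required, and genes with 1 probe left out, the numbers were 288, 77, 189 and 296, 119 alone, 0 and 4 common. The arrays numbered 7, again against 0 genes.

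With the brightest probe of a gene, 1236 genes were regulated by LP in WT + *P. indica* and 86 were common at 4-fold. With the authors' normalized values these were 1258 and 101, with 312 common at 2-fold, 155 genes for the genotype in limma and a log2 ratio of *P. indica* to mock of 1.42 for PHO1 in *wrky6* at LP, in place of -0.18. For PHO1 the cause is seen in the table: its values are those of AT4G15300.1 in 8 of 8 columns. With transcript models, LP regulated 1368 in WT + *P. indica* and 2175 in *wrky6*, and 106 and 328 genes were common.

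With WT NP as the reference, 207 (4 raised, 203 lowered) and 596 (82 raised, 514 lowered) genes were common at 4-fold and 2-fold; with the mean of 4 ratios, 0 and 19; with no shared array, 0 and 42. With a threshold of log2 2, 153 genes were raised in *wrky6* + *P. indica* alone, as a stricter threshold gives.

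In limma, the 2-group fit gave 734 genes for *P. indica* and 164 for the genotype, since the other factors then add to the spread. Without the filter on dim probes they were 268 and 0, and with genes well above background on all 8 arrays 493 for the genotype. With the row of the slide as a block they were 255 and 169. With each array left out in turn, *P. indica* gave 0 to 835, Pi 0 to 1 and the genotype 0 to 13; the 0 for *P. indica* came without WT + *P. indica* LP and without WT + *P. indica* NP, and the 1 for Pi without *wrky6* + *P. indica* NP. An array left out leaves a condition with no array, whose value the additive model takes from the others, and 3 residual degrees of freedom.

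No analysis paired by replicate was possible because each condition has 1 array and no replicate numbers pair the conditions. The 4 pairs of arrays that differ in 1 factor alone were read for direction, and no paired test is reported for them. A block for slide or scan was not run, since all 8 arrays lie on 1 slide and were read in 1 scan. Signal over background limits the single-gene ratios: of the 1100 genes raised by LP in *wrky6* + *P. indica*, 127 were well above background on both arrays.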

Differences from the paper's values

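The count of transcript models was chosen only after the values were seen; the other alternatives named were set before the data were examined. A count is said to differ where one is more than 1.5 times the other and the gap exceeds the square root of the count found here, and a log2 ratio of a gene where the gap exceeds the technical SD of the spots.

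The paper's number of genes past 4-fold in all 3 datasets is 91; the main count here was 46. Of the alternatives set before the data were examined, the authors' normalized values (101) and the brightest probe of each gene (86) do not differ, and the others do. Counted as transcript models of the authors' values, an alternative chosen after seeing the values, 106 genes passed, and 91 of the 93 genes of Table 1 are among them. The paper's Table S2 has 279 genes past 2-fold and the main count was 173; the authors' normalized values (312) and the brightest probe (254) do not differ, and the others set before do. Transcript models, chosen after seeing the values, gave 328. Table S1 lists 1018 genes of the paper, of which 613 had a log2 ratio above 1 here; counted as transcript models, chosen after seeing the values, 1088 genes passed its rule and all 1018 are among them. Of the 10 genes of the paper's Table S4, 9 passed 2-fold here and 10 with the authors' normalized values.

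The paper's number of regulated miRNAs is 25; 16 of the 25 loci passed 2-fold here, 24 with the authors' normalized values, which do not differ, and 75th percentile scaling and normexp do. The paper's number of SAUR genes is 9; 5 passed here and 6 with the authors' normalized values, which do not differ by this rule although 3 of the 9 did not pass; 75th percentile scaling and normexp differ.

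For At1g26850 the paper's log2 values of 6.0 (Pi), 7.1 (*P. indica*) and 6.9 (*wrky6*) stand against 1.58, 1.81 and 1.80, for At5g67480 the paper's 5.8, 6.9 and 6.8 against 1.99, 2.52 and 2.15, and for At4g29160 (SNF7) the paper's 5.6, 5.9 and 5.8 against 1.45, 1.37 and 1.57. Ratios of single genes were set before to be run under 3 alternatives, 75th percentile scaling, normexp and the authors' normalized values, and none of these 3 has a value that does not differ; the authors' normalized values gave 3.08, 3.57 and 3.50 for At1g26850. The 1 probe of At1g26850 that rose was dim on the 3 partner arrays, and was at least 16.2-fold, 44.5-fold and 50.3-fold higher. Taken against these dim signals, its log2 ratios lay between 5.90 and 7.12, near the paper's values. Those of the 1 probe of At5g67480 that rose lay between 5.75 and 6.94, also near them. For the 1 probe of SNF7 that rose they lay between 6.90 and 7.81, above the paper's values.

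For GRF4 (At3g52910) the paper's values are 1.3, 1.4 and 1.2 and those here 1.02, 1.13 and 0.96; the authors' normalized values (1.27, 1.37 and 1.20) do not differ and 75th percentile scaling and normexp do. The paper's value for the unknown RNA At2g35738 in LP against NP is 1.359 and the value here 0.57, and each of the 3 alternatives differs. The paper's value for NRT2.2 (At1g08100) is 1.102 and the value here 1.24; the authors' normalized values (1.10) do not differ, and 75th percentile scaling and normexp do.

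The paper states that all the miRNAs are regulated by *P. indica* in *wrky6* at LP. Of the 25 loci, 3 passed 2-fold in that comparison, and 0 of those well above background on both arrays. CML37 is named by the paper among stimulated genes; its log2 ratio in *wrky6* + *P. indica* at LP was -0.42 against NP and -1.48 against mock. Expansin 10 and cellulose synthase-like D4 are named by the paper among genes in the list. At LP against NP, EXPA10 had a mean log2 ratio of -1.46 over 3 probes. Over the 2 probes well above background on both arrays, chosen after seeing the values, the ratio was 0.41. CSLD4 was at least 14.3-fold lower, from 1 high reading on *wrky6* + *P. indica* NP (116, against 4.28 to 10.6 on the other arrays). The paper describes Pht1;5 as stimulated by *P. indica* in *wrky6* and not in WT; the log2 differences of its dim signals were 0.13 in *wrky6* and 0.71 in WT, and no fold can be given. Table 1 of the paper lists HVA22J as lowered in all 3 comparisons; no fold can be given here for *wrky6* against WT, and the authors' normalized values gave a log2 ratio of -2.16.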

Other observations

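The tests of the spots set apart, of the row of the slide, of the photosynthesis list, of the interactions and of the PHO1 values were chosen only after the results were seen; those of the shared array, of signals near background, of detection and of the splits were set before.

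The authors' table of normalized values holds, under the name of PHO1 (AT3G23430.1), the values of another transcript model, AT4G15300.1, in 8 of 8 columns: from 140 on WT LP to 826 on *wrky6* + *P. indica* LP. The spots of PHO1 itself gave signals of 6467 to 10150 on the 8 arrays. Of 32072 models, this was the only one outside the range of its own spots by more than 0.5 in log2 on any array; it was outside on all 8 arrays, by 3.43 to 5.95. The equality in 8 of 8 columns fits a copying of values between these names, and it was not seen for any other pair of models with signals above 20. Whether the original deposit or the copy used here holds it stays open, and no biological explanation was tested. From the spots, the log2 ratio of *P. indica* to mock at LP for PHO1 was -0.18 in *wrky6* and 0.13 in WT, and that of LP to NP was 0.46 in *wrky6* + *P. indica*, 0.17 in *wrky6*, 0.35 in WT + *P. indica* and -0.07 in WT. The table would give 1.42 for *P. indica* in *wrky6* at LP. The paper measured PHO1 by qRT-PCR, which was not analysed here.

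Many genes passed 4-fold in all 3 comparisons of Table 1. The 3 comparisons share the array of *wrky6* + *P. indica* LP, and the same rule set apart at least as many genes on 4 of the 7 other arrays. With no shared array, 3 comparisons had 0 genes in common. A gene raised in *wrky6* + *P. indica* LP alone would not pass there either, so this 0 cannot tell such genes from an effect of the shared array. Of the 45 raised genes, 36 were dim on all 3 partner arrays. The numbers on the other arrays and the dim partners are what a shared array and signals near background would give. The spots set apart on this array lay together: of 129 spots, 60 had another such spot among the 6 nearest, where random draws gave a mean of 1.75 and at most 8 in 1000 draws. Their pixels varied more than those of spots of a like brightness (CV 49.8% against 21.4%). This fits local brightness on the slide surface, and argues against transcript forms read by a single probe for the spots with a neighbour. For the 69 spots without a neighbour, the forms cannot be told apart from single bright spots, as other probes stay level under both. A rise of the whole transcript is argued against where a gene has several probes: of 53 other probes well above background, 5 (9.43%) passed 2-fold. Among genes raised 4-fold by *P. indica* in all 4 pairs, 6 of 11 did (Fisher's exact test, two-sided, p = 0.00192). That p is a rough guide, since probes of 1 gene are not independent. The 53 were read from 1 array against 3 partners, and the 11 from the mean of 4 pairs. Of 101 genes with 2 or more probes, 0 had every probe set apart. The other arrays showed the like, with 17.8% to 53.4% of such spots beside another. A response of single genes with 1 probe to the 3 factors stays open, as untested.

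More genes passed 2-fold by LP in *wrky6* + *P. indica* than in WT + *P. indica*, by a ratio of 3.14. Among genes well above background on both arrays the ratio was 3.46, which argues against brightness or detection as the cause. The row of the slide may contribute: the 6 pairs of arrays in row 1, as both WT + *P. indica* arrays are, had a median of 1280.5 genes past 2-fold (739 to 1749), the 6 pairs in row 2 had 2545.5 (2278 to 3147), and the 16 pairs across rows, as the *wrky6* + *P. indica* pair is, had 2268. The genotype stays open, as untested, with 1 array per condition.

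For Pi, limma called 0 genes, so that 35 of the 35 splits of the 8 arrays give as many whatever the data, and the splits cannot test chance; the unadjusted p was under 0.05 for 2356 genes. For the genotype, 2 of 35 splits gave at least 259 genes. These were the real one and the split into colonized and mock-treated arrays, which gave 645. With both counted, the share is not under 0.05, so that this count alone cannot exclude chance. The second is itself a factor of the design and not a random split, and no further split reached 259. The split into colonized and mock-treated arrays also gave the highest number, 1271, among those set against Pi. With the row of the slide in the model, 140 of the 259 genes passed again. Interactions were tested in limma: 0 genes passed for Pi with genotype, where 621 had an unadjusted p under 0.05. The first principal component, with 39.0% of the variance, separated arrays with *P. indica* (18.6 to 23.7) from mock arrays (-34.9 to -10.6).

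The photosynthesis list was lower in *wrky6* than in WT for 20 of 20 genes in each of the 4 pairs, with medians of -0.36, -0.51, -0.41 and -0.62; with the authors' normalized values 1 gene was higher in *wrky6* in each of the 2 pairs without the fungus. Limma called 9 of the 20 for the genotype, with a median of -0.48. The genes are abundant on these root arrays: all 20 were well above background on all 8 arrays, and the signals of the most abundant, At1g67090 and At5g01530, were 35583 and 22610 on WT LP and 23702 and 16682 on *wrky6* LP. A larger share of green tissue in the WT samples may be the source. The joint move of all 20 genes is the pattern itself and cannot tell this source from an effect of the mutation. An effect of the mutation on these genes stays open, as untested. For LP against NP in *wrky6* + *P. indica* the list lay at percentile 99.94, against *wrky6* LP at 3.62 and against WT + *P. indica* LP at 0.

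On *wrky6* + *P. indica* LP, ethylene genes lay at percentiles 1.96 (LP against NP), 88.8 (against *wrky6* LP) and 100 (against WT + *P. indica* LP). In limma, 12 of 12 were higher in *wrky6* over all arrays (median 0.27, 0 called). Root hair genes lay at 4.35, 99.7 and 2.05, and 12 of 13 tested were raised by *P. indica* in limma, 6 of them called, with a median of 0.50. For LP against NP in WT, *wrky6* and WT + *P. indica*, root hair genes lay at 100, 100 and 84.0. Ethylene genes lay at 98.9, 82.0 and 0.04 in these treatments. Pollen genes lay at 63.0, 12.7 and 33.2; their median for LP against NP of 0.05 turned to -0.74 under 75th percentile scaling and to -0.01 under normexp. The PHT1 family lay at 64.3 against *wrky6* LP and 88.9 against WT + *P. indica* LP. Of 23 Pi starvation genes, 22 were raised by LP in limma and 0 called.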
